# Integrative visual omics of the white-rot fungus *Polyporus brumalis* exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass

**DOI:** 10.1186/s13068-018-1198-5

**Published:** 2018-07-23

**Authors:** Shingo Miyauchi, Anaïs Rancon, Elodie Drula, Hayat Hage, Delphine Chaduli, Anne Favel, Sacha Grisel, Bernard Henrissat, Isabelle Herpoël-Gimbert, Francisco J. Ruiz-Dueñas, Didier Chevret, Matthieu Hainaut, Junyan Lin, Mei Wang, Jasmyn Pangilinan, Anna Lipzen, Laurence Lesage-Meessen, David Navarro, Robert Riley, Igor V. Grigoriev, Simeng Zhou, Sana Raouche, Marie-Noëlle Rosso

**Keywords:** Solid-state fermentation, Lignin degradation, *Polyporus brumalis*, Plant biomass transformation

## Abstract

**Background:**

Plant biomass conversion for green chemistry and bio-energy is a current challenge for a modern sustainable bioeconomy. The complex polyaromatic lignin polymers in raw biomass feedstocks (i.e., agriculture and forestry by-products) are major obstacles for biomass conversions. White-rot fungi are wood decayers able to degrade all polymers from lignocellulosic biomass including cellulose, hemicelluloses, and lignin. The white-rot fungus *Polyporus brumalis* efficiently breaks down lignin and is regarded as having a high potential for the initial treatment of plant biomass in its conversion to bio-energy. Here, we describe the extraordinary ability of *P. brumalis* for lignin degradation using its enzymatic arsenal to break down wheat straw, a lignocellulosic substrate that is considered as a biomass feedstock worldwide.

**Results:**

We performed integrative multi-omics analyses by combining data from the fungal genome, transcriptomes, and secretomes. We found that the fungus possessed an unexpectedly large set of genes coding for Class II peroxidases involved in lignin degradation (19 genes) and GMC oxidoreductases/dehydrogenases involved in generating the hydrogen peroxide required for lignin peroxidase activity and promoting redox cycling of the fungal enzymes involved in oxidative cleavage of lignocellulose polymers (36 genes). The examination of interrelated multi-omics patterns revealed that eleven Class II Peroxidases were secreted by the fungus during fermentation and eight of them where tightly co-regulated with redox cycling enzymatic partners.

**Conclusion:**

As a peculiar feature of *P. brumalis*, we observed gene family extension, up-regulation and secretion of an abundant set of versatile peroxidases and manganese peroxidases, compared with other Polyporales species. The orchestrated secretion of an abundant set of these delignifying enzymes and redox cycling enzymatic partners could contribute to the delignification capabilities of the fungus. Our findings highlight the diversity of wood decay mechanisms present in Polyporales and the potentiality of further exploring this taxonomic order for enzymatic functions of biotechnological interest.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-018-1198-5) contains supplementary material, which is available to authorized users.

## Background

White-rot fungi are a group of wood decay fungi that play a major role in carbon cycling. They are the ultimate degraders of highly recalcitrant raw lignocellulosic substrates in forest ecosystems. From a biotechnological aspect, their natural capacities are particularly suited for plant biomass conversions such as the production of bio-based products from renewable raw materials [1]. White-rot fungi can degrade all plant cell wall polymers through the concerted secretion of complex sets of hydrolytic and oxidative enzymes. These enzymes belong to enzyme families including glycoside hydrolases (GH), carbohydrate esterases (CE), pectate lyases (PL), and auxiliary activity oxidoreductases (AA) as classified in the Carbohydrate Active Enzyme database (CAZy; https://www.CAZy.org; [2]). In particular, the degradation of crystalline cellulose is facilitated by cellobiohydrolases (GH6 and GH7) and lytic polysaccharide monooxygenases (LPMOs; CAZy family AA9), which are often linked to Carbohydrate Binding Modules (CBM1). In addition, genes coding for Class II peroxidases of the peroxidase-catalase superfamily involved in the oxidative breakdown of lignin ([3]; CAZy family AA2) are a hallmark of white-rot fungi. Such enzymes include Lignin Peroxidases (LiP; EC 1.11.1.14), manganese peroxidases (MnP; EC 1.11.1.13) and Versatile Peroxidases (VP; EC 1.11.1.16). Other auxiliary enzymes contribute to lignin breakdown in combination with AA2s, such as copper radical oxidases (CAZy subfamily AA5_1) and glucose–methanol–choline (GMC)-oxidoreductases (AA3). Finally, laccases (AA1_1) and dye-decolorizing peroxidases (DyP) contribute to the further processing of lignin oxidation products [4, 5]. Multi-omics approaches have shown that the transcription of these genes and the secretion of the corresponding enzymes are tightly coordinated during the fungal growth on lignocellulosic substrates [6, 7]. Among white-rot fungi, some species selectively degrade a larger proportion of lignin and hemicelluloses rather than cellulose, thereby keeping C6 saccharides preserved. These species have, therefore, been identified as interesting biological agents for the pretreatment of biomass dedicated to bio-energy [8–10]. A recent screen of 63 white-rot fungal strains for selective delignification of wheat straw under solid-state fermentation (SSF) highlighted *Polyporus brumalis* BRFM 985 as the best performing strain [11]. The cultivation of the fungus for 2 weeks on wheat straw significantly improved the accessibility of cellulase-rich enzymatic cocktails to residual carbohydrates [12].

The goal of our study was to understand the lignin-degrading capability of *P. brumalis* using wheat straw in SSF. We conducted an integrative multi-omics analysis by combining data from the genome, transcriptomes, and secretomes. We used the visual multi-omics pipeline SHIN + GO to identify co-regulated genes showing similar transcription patterns throughout the SSF by first integrating time-course transcriptomes with corresponding co-secreted proteins and then converting these data into genome-wide graphical network maps [13]. We found a significant enrichment in genes coding for lignin-active peroxidases in the genome of *P. brumalis*. The enrichment of these genes families enables the rapid deployment of an extraordinary oxidative machinery to drive the efficient decomposition of lignin.

## Results

### The genome of *P. brumalis* is enriched in genes coding for oxidative enzymes active on lignin

The draft genome sequence (94.9× coverage) of the monokaryotic strain BRFM 1820 is 45.72 Mb large and was assembled into 621 scaffolds and 1040 contigs, with a scaffold L50 of 0.36 Mb. In total, 18,244 protein coding genes were predicted. Expert annotation of the genes coding for enzymes active on lignocellulose revealed typical features of white-rot genomes, such as the presence of GH7 cellobiohydrolases (three genes) and AA9 LPMOs (17 genes) active on crystalline cellulose. The genome of *P. brumalis* also holds a commonly observed suite of enzymes active on hemicelluloses and is rich in enzymes active on acetylated xylooligosaccharides (CE16 acetyl esterases; 14 genes), and on pectin (two GH105 rhamnogalacturonyl hydrolase and 11 GH28 polygalacturonase coding genes). The number of oxidoreductases involved in lignocellulose degradation (AAs, 102 genes) is among the highest compared to sequenced genomes of the taxonomic order Polyporales [14]. We inspected whether CAZy gene family expansions occurred in *P. brumalis* using CAFE, a computational tool that provides statistical analysis of evolutionary changes in gene family size over a phylogenetic tree [15]. The results were consistent with a previous comparison of AA2 gene repertoires in Polyporales genomes, which showed a trend for larger AA2 gene families in the phlebioid clade that contains the deeply studied white-rot fungus *Phanerochaete chrysosporium* (16 AA2 coding genes; Fig. 1, [16]). However, we observed in *P. brumalis* an expansion of the AA2 gene family (19 genes, Additional file 1: Table S1), a feature also found in the core polyporoid clade for *Trametes versicolor* (26 genes) and *Trametes cingulata* (22 genes). AA2s are class II heme-containing peroxidases (PODs), i.e., MnPs, LiPs and VPs able to oxidize lignin [5] and non-ligninolytic Generic Peroxidases (GP: 1.11.1.7). Among them, 16 AA2s from *P. brumalis* were predicted to be secreted and could theoretically participate in the degradation of lignocellulosic substrates in the extracellular space. Remarkably, *P. brumalis* possesses a high number of VPs (nine genes) compared with other Polyporales species such as *P. chrysosporium* (which lacks VP genes), *Pycnoporus cinnabarinus* (two genes) and *T. versicolor* (two genes). VPs are characterized by wide substrate specificity due to the presence of three different catalytic sites in their molecular structure (i.e., a main heme access channel, a Mn^2+^ oxidation site, and a catalytic tryptophan exposed to the solvent) [17]. Their catalytic properties enable both the direct oxidation of phenolic and non-phenolic units of lignin, and Mn^3+^-mediated oxidations. Nine short MnPs complete the repertoire of ligninolytic AA2s. Unlike the long MnPs specific for Mn^2+^ (e.g., typical MnPs from *P. chrysosporium*), the members belonging to the short MnP subfamily can also oxidize phenols in Mn-independent reactions [18].

**Fig. 1:**
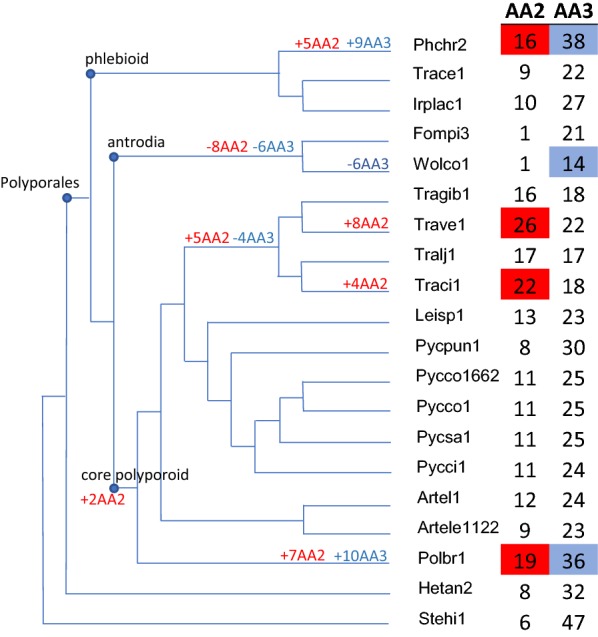
Expansions and contractions of gene families AA2 and AA3 with 18 genomes of Polyporales species. *Phanerochaete chrysosporium* (Phchr2), *Trametopsis cervina* (Trace1), *Irpex lacteus* (Irplac1), *Fomitopsis pinicola* (Fompi3), *Wolfiporia cocos* (Wolco1), *Trametes gibbosa* (Tragib1), *Trametes versicolor* (Trave1), *Trametes ljubarskii* (Tralj1), *Trametes cingulata* (Traci1), *Leiotrametes* sp. (Leisp1), *Polyporus brumalis* (Polbr1), *Pycnoporus puniceus* (Pycpun1), *P. coccineus* BRFM 310 (Pycco1) and BRFM 1662 (Pycco 1662), *Pycnoporus sanguineus* (Pycsa1), *Pycnoporus cinnabarinus* (Pycci1), *Artolenzites elegans* BRFM 1663 (Artel1) and BRFM 1122 (Artele 1122) and *Polyporus brumalis* (Polbr1). *Heterobasidion annosum* (Hetan2) and *Stereum hirsutum* (Stehi1) were used as outgroups

The AA2 gene family expansion in *P. brumalis* was accompanied by the expansion of the gene family AA3 (36 genes, excluding a unique cellobiose dehydrogenase coding gene that has the modular structure AA8-AA3). AA3 enzymes are flavo-oxidases with a flavin-adenine dinucleotide (FAD)-binding domain. Members of the family AA3 contribute to lignocellulose breakdown, among others through the generation of H_2_O_2_ that activates peroxidases [19] and the regeneration of AA9 LPMOs active on cellulose via the redox cycling of phenolics and the corresponding quinone mediators [20–22]. An additional role for AA3s could include contributing to the oxidative cleavage of polysaccharides through the generation of H_2_O_2_, which could subsequently be converted to hydroxyl radical OH^•^ by Fenton reaction as previously described in brown-rot fungi [19]. Twelve of these AA3s were predicted to be secreted and belong to the CAZy subfamily AA3_2 which includes predicted aryl alcohol oxidases (AAO, EC 1.1.3.7), aryl-alcohol quinone oxidoreductases (AAQO), glucose 1-oxidases (GOX, EC 1.1.3.4), glucose dehydrogenases (GDH, EC 1.1.5.9) and pyranose dehydrogenases (PDH; EC 1.1.99.29; [23–25]; Additional file 1: Table S1). There was no gene family expansion observed for AA9s in *P. brumalis*. To conclude, we observed the co-occurrence of gene family expansions for putatively secreted lignin-active peroxidases and auxiliary enzymes contributing to the generation of H_2_O_2_ and redox cycling of electron donors/acceptors, which could contribute to the oxidative degradation of wheat straw polymers by *P. brumalis*.

### *Polyporus brumalis* selectively degrades lignin during solid state fermentation on wheat straw

The dikaryotic strain *P. brumalis* BRFM 985 was grown under solid-state cultivation with wheat straw as source of nutrient and support for 4, 10 or 15 days. Initial mycelium content in the packed bed bioreactor was of 5.8 mg (dw)/g substrate (dw). *P. brumalis* developed a matrix of hairy mycelia covering the wheat straw at Day 15 (Fig. 2a). The qPCR quantification of the fungal biomass (Fig. 2b) showed significant growth from Day 4 to Day 15 and an important weight loss (about 20%) of the total biomass within the bioreactors (Table 1). This result was consistent with previous work performed by Shi and co-workers [26]. As expected, wheat straw was selectively delignified by *P. brumalis* (Table 1). After 15 days culture, the ratios of lignin loss to cellulose loss (L/C) and lignin loss to holocellulose loss (L/H) reached 2.08 and 2.29, respectively. We investigated whether the changes in biochemical composition of wheat straw during fermentation had an impact on the accessibility of carbohydrates to glycoside hydrolases. This was evaluated using a commercial cocktail of enzymes. As shown in Table 1, the carbohydrate net conversion yields of fermented wheat straw increased over time of culture and reached 35% for cellulose at Day 15. For holocellulose, the carbohydrate net conversion yields were smaller (up to 30% at Day 15), which can be explained by the poor content of the cocktail in enzymes active on hemicelluloses.

**Fig. 2:**
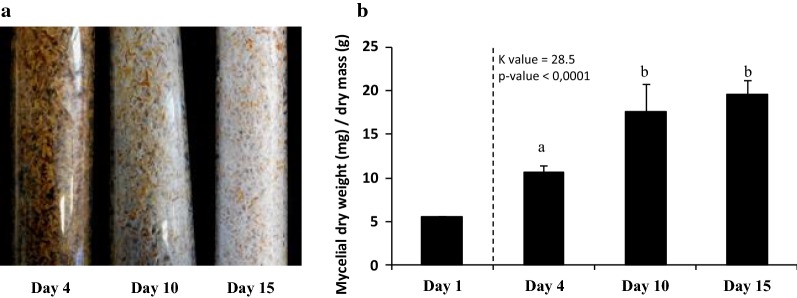
Fungal growth analysis after 4, 10 and 15-day SSF on wheat straw. **a** Macroscopic profiles of wheat straw colonization by *P. brumalis* BRFM 985. **b** Mycelium quantities used for inoculation (Day 1) and after 4, 10 and 15-day SSF. Each bar represents the mean of three samples collected after homogenizing the content of three individual columns. Means with the same letter are not different at *p* ≤ 0.05 as indicated by Kruskal–Wallis nonparametric test. Error bars = standard error of the mean

**Table 1:** Weight losses, changes in wheat straw composition, selectivity for lignin degradation and carbohydrate net conversion yields of fermented wheat straw

	Weight loss (%)	Composition loss (%)			Selectivity		Carbohydrate net conversion yield (%)	
		Cellulose	Holocellulose	Lignin	L/C	L/H	Cellulose	Holocellulose
Control	ND	ND	ND	ND	ND	ND	11.1 ± 0.1	10.5 ± 0.1
Day 4	0 ± 1.9	0 ± 1.8	0 ± 2.0	2.4 ± 1.8	ND	ND	19.6 ± 1.0	16.4 ± 0.6
Day 10	10.7 ± 0.1	10.1 ± 0.1	10.3 ± 0.1	18.6 ± 2.2	1.84	1.81	23.6 ± 0.4	20.9 ± 0.3
Day 15	19.6 ± 1.2	17.4 ± 1.2	15.8 ± 1.3	36.2 ± 1.0	2.08	2.29	35.2 ± 1.5	30.0 ± 0.3

*ND* not determined, *L/C* lignin to cellulose losses ratio, *L/H* lignin to holocellulose losses ratio

### *Polyporus brumalis* activates an extensive arsenal of oxidative enzymes during growth on wheat straw

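RNA of the white-rot fungus *P. brumalis*, a dikaryotic strain, was sequenced from liquid cultures on malt extract and from solid-state fermentation (SSF), in which the mycelium grows on moist wheat straw without free water. The 11 libraries comprised 3 from 10-day liquid cultures on 2% malt extract (the control), 2 from Day 4 of SSF, 3 from Day 10 and 3 from Day 15. The paper's text gives a preliminary liquid culture of 6 days before SSF, as do the sample labels, and its methods give 7 days. Reads were paired-end, of 150 bp by the paper's methods and of 75 bp by the sample labels. The values analysed are the authors' counts of reads per predicted gene. The authors checked the reads with FastQC, trimmed them with Sickle, mapped them with TopHat2 to the genome of a monokaryotic strain derived from it, kept only uniquely mapped reads and counted them with HTSeq; whether the counting took the strand into account is not given in the sources used here. The authors then normalized the counts with DESeq2 and log2-transformed them. Total counts were 41746464, 35964192 and 42408348 in the control libraries, 26082855 and 23213631 at Day 4, 22644347, 23650391 and 22997921 at Day 10, and 20368063, 22372450 and 36542662 at Day 15. Between 15836 and 16090 of the 18244 genes had a count in each library, and the 10 most abundant genes took 6.89% to 9.38% of the counts.
From these counts, each comparison of groups was tested with edgeR's quasi-likelihood test on all 11 libraries together, after trimmed mean of M-values (TMM) scaling and a filter that kept 15462 genes, with Benjamini-Hochberg adjustment and an adjusted p of 0.05 as the limit. Levels of single genes are means of log2(normalized count + 1), with DESeq2 size factors, ± SD over libraries. Counts were also simulated from these libraries with few genes changed (67 of 15281 by 1.5-fold). The Day 4 comparison with the control then called 14.9% of the genes changed 1.5-fold, 77.6% of those changed 2-fold and 90.9% of those changed 4-fold. A small change can thus be missed. The real comparison called far more genes, which eases the Benjamini-Hochberg limit, so its own rates were not measured. A count of uniquely mapped reads may be too low where members of a gene family, such as the AA2 peroxidases, are nearly identical; gene sequences were not compared here.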

To identify enzymes responsible for the observed selective degradation of lignin, we investigated the evolution of transcriptomes and secretomes of *P. brumalis* over time by comparing a set of SSF on wheat straw for 4, 10, and 15 days. 

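Libraries of the same condition were close to each other on the log2 scale of normalized counts. Their medians were 8.16 to 8.18 in the control, 8.24 to 8.26 at Day 4, 8.28 to 8.30 at Day 10 and 8.27 to 8.29 at Day 15. Across the 16334 genes with a count in any library, Spearman's rho between replicates averaged 0.996 in the control and 0.995 at Day 15. It was 0.991 between both Day 4 libraries and 0.986 to 0.992 at Day 10; genes are not independent replicates, so no p is attached to these values. The third Day 10 replicate had the lowest values within its group, 0.986 and 0.987, against 0.992 between the other Day 10 replicates. Its rho with the Day 4 libraries was 0.958 and 0.961, against 0.949 to 0.954 for the other Day 10 replicates, and its rho with the Day 15 libraries was 0.970 to 0.974, against 0.981 to 0.988. No library repeated another, since the counts of every replicate pair differed by more than sampling noise (chi-square per gene from 6.30 to 97.8).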

The robustness of the experimental setup was confirmed by the high consistency of the mean and distributions of the normalized log2 read counts of the transcripts among the biological replicates (Additional file 2: Figure S1). We constructed network maps for the fungal transcriptome and secretome using the visual multi-omics pipeline SHIN + GO, which allowed us to overview the genome-wide transcriptomic and secretomic activities and pinpoint molecular events of interest [7]. We made omics topographies (‘Tatami maps’) to: (1) visualize nodes containing genes with similar transcription patterns with the corresponding count of secreted proteins; (2) calculate the node-wise mean of the normalized transcript read counts in each condition; (3) identify gene clusters showing high transcription levels and high counts of secreted proteins at specific time points.

To analyze early adaptive responses of the fungus, we compared Tatami maps made from the SSF and liquid conditions. Triplicates of 10-day stationary liquid cultures on malt extract were compared with those from 4-day SSF on wheat straw with an initial 6-day liquid culture on malt extract. The change of the conditions from the liquid culture to SSF on wheat straw triggered rapid shifts in the transcriptome (Fig. 3). 

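A large share of the transcriptome differed between the control and Day 4 of SSF. Of the 15462 genes tested, 4650 were higher at Day 4 and 4986 were lower (edgeR's quasi-likelihood test). The AA2 peroxidase family, most of whose members are versatile (VP) or short manganese (MnP) peroxidases that oxidize lignin, took 0.109% ± 0.00901 of all counts in the control (SD, n = 3) and 7.84% ± 0.0266 at Day 4 (SD, n = 2). Its VP gene 1360396 rose from a mean log2 normalized count of 6.40 ± 0.20 (SD, n = 3) to 18.95 ± 0.03 (SD, n = 2), a log2 fold change of 12.52 (standard error 0.19, adjusted p = 2.6e-13) from the same test. The short MnP gene 1363610, in contrast, fell from 12.29 ± 0.08 to 8.94 ± 0.20, a log2 fold change of -3.39 (standard error 0.18, adjusted p = 2.2e-09) from the same test. As a reference, 20 single-copy genes of basic cell functions, taken from the paper's phylogeny, had a median log2 fold change of -0.02. Of these, 5 were higher and 3 lower (5 and 2 when adjusted over the list alone), and as a list they did not stand apart from other genes (camera, adjusted p = 0.868; adjusted p = 0.983 with an estimated correlation). The SCP160 gene 866538 (0.95) and the SKI3 gene 1402874 (0.83), of RNA binding and RNA decay, had the largest rises of the list, and the SEN1 gene 1399192 (-0.75) and the RRP5 gene 1401876 (-0.53), of RNA processing, the largest falls; both falls lost their call without SSF Day 4 replicate 2. The count of this list is not stable: 4 were higher and 12 lower with library totals only, 0 and 0 with a fold minimum of 1 on the log2 scale, and 5 were lower with the replicate block or a stricter filter of 50 counts. When each library was left out in turn, 0 (without SSF Day 4 replicate 2) to 6 (without SSF Day 10 replicate 3) were lower. Scaling decides how the calls divide into higher and lower. With library totals in place of TMM factors, the median log2 fold change of all genes moved from -0.07 to -0.45, and 2957 genes were higher and 7436 lower, so 28.5% of the calls were higher in place of 48.3%.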

A total of 727 genes were differentially highly transcribed after 4-day SSF (Additional file 3: Table S2; Additional file 4: Dataset S2). 

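A gene was counted as highly transcribed in a group when its mean log2 normalized count was above 12. By this rule, 685 genes were highly transcribed at Day 4 of SSF and not in the control, 354 in the control and not at Day 4, and 728 in both. Of the 685 genes, 669 were also higher at Day 4 by edgeR's quasi-likelihood test. The rule picked the genes for this direction in the same libraries, so this count is not independent evidence. The 685 genes included 13 of the 19 AA2 peroxidases, VPs and short MnPs that oxidize lignin directly or through manganese, and 49 of the 52 carbohydrate-active enzymes (CAZymes) in Table S3. They also included 4 of the 36 AA3 oxidoreductases, a family that supplies hydrogen peroxide to the peroxidases. The count depends on the threshold: 1135 genes were above 11 at Day 4 and not in the control, and 374 genes above 13. The paper applied its threshold to the mean of each node of its map, while here it was applied to each gene.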

According to KOG predictions [27], these genes were mainly related to metabolism, cellular processes and signaling, information storage and processing. The importance of intracellular signaling in this adaptive response was highlighted by the induction of 14 genes coding for predicted protein kinases and five for putative transcription factors. In addition, genes involved in detoxification and excretion were upregulated at the early time point including twenty, five, and four genes coding for predicted Cytochrome P450, Glutathione S-Transferases (GSTs), and ABC transporters, respectively, suggesting the active detoxification of compounds released from the biomass or newly generated during the wheat straw degradation (Additional file 5: Figure S2). The upregulation of 53 CAZyme coding genes at Day 4 was indicative of the early adaptive response of the fungus to solid-state cultivation and to wheat straw as a carbon source. 

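Every one of the 52 CAZyme genes in Table S3 was higher at Day 4 of SSF than in the control by edgeR's quasi-likelihood test, and none was lower (52 and 0 when adjusted over the list alone). The study chose this list on these libraries, so the count is not independent evidence of its direction. The median log2 fold change was 6.25. The largest rises were those of the VP gene 1360396, for a lignin-oxidizing peroxidase, and of the AA5_1 gene 1557562, for a copper radical oxidase that produces hydrogen peroxide. The smallest rises were those of the GH5 gene 1063890, of a family that includes endoglucanases, and of the GH3 gene 615361. The latter, of a family of beta-glucosidases that release glucose from short chains, went from 10.86 ± 0.10 to 12.82 ± 0.22, a log2 fold change of 1.93 (standard error 0.19, adjusted p = 1.3e-06). Among the 8 genes of Table S3 from GH3, GH15, GH16, GH18 and GH76, families that act on oligosaccharides, starch, glucans, chitin and mannans, all were higher (8 when adjusted over the list alone), with a median of 3.61. Their largest rises belonged to the GH3 genes 1364811 (6.02) and 593055 (5.87), and the smallest to GH3 615361 and to GH16 1484581 (2.05), all with adjusted p from 1.8e-11 to 1.3e-06 in the same test.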

There were three short MnPs and six VPs identified in the secretome at this early time point. The secretion of delignifying enzymes was accompanied with transcription up-regulation and secretion of enzymes active on cellulose, such as Lytic Polysaccharide Monooxygenases (five AA9 LPMOs identified in the secretome), endo- and exo-β-1,4 glucanases (one GH5_5, one GH5_22, one GH6 and three GH7s) and a GH131 β-1,3;1,4-endoglucanase. 

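The 13 CAZymes of Table S3 from families AA9, GH5, GH6, GH7, GH12 and GH131 were grouped here by family as cellulose-active. Their transcripts took 0.0193% ± 0.000684 of all counts in the control (SD, n = 3) and 1.00% ± 0.0658 at Day 4 (SD, n = 2). All 13 were higher at Day 4 by edgeR's quasi-likelihood test (13 when adjusted over the list alone), with a median log2 fold change of 6.43; the study chose the list on these libraries, so this count is not independent evidence. GH7 1347545, of a family of cellobiohydrolases that release cellobiose from chain ends, rose from 6.11 ± 0.26 (SD, n = 3) to 15.94 ± 0.06 (SD, n = 2), a log2 fold change of 9.78 (standard error 0.34, adjusted p = 4.2e-11). The other GH7 gene of the list, 355477, rose from 6.54 ± 0.19 to 14.83 ± 0.03, by 8.25 (standard error 0.67, adjusted p = 2.3e-07). The smallest rises were those of GH5 1063890, from 10.35 ± 0.13 to 12.17 ± 0.19 (1.78), and of AA9 1403153, for a lytic polysaccharide monooxygenase that cleaves cellulose by oxidation (4.81). The remaining genes that the paper names by number are AA9 1339229, with a log2 fold change of 7.56, AA9 1452362, with 7.24, and GH5_22 1412845, with 5.08. The only GH6 and GH131 genes of the list, given here because the sentence names their families and chosen after their values were seen, rose by 8.03 (standard error 0.20, adjusted p = 3.1e-12) for 1477052 and by 5.54 (standard error 0.22, adjusted p = 1.5e-10) for 492772.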

The coding genes of a CE1 (acetyl-esterase), a GH10 (xylanase), and a GH28 (polygalacturonase) were upregulated and the enzymes were present in the secretome, suggesting the concurrent depolymerization of hemicelluloses and pectin (Additional file 6: Table S3), despite pectin being present in very small quantities in wheat straws [28].

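All 17 genes of Table S3 from families that act on hemicelluloses and pectin (CE1, CE12, CE15, CE16, GH2, GH10, GH27, GH28, GH30, GH51 and GH93) were higher at Day 4 than in the control by edgeR's quasi-likelihood test, with a median log2 fold change of 6.18 (17 when adjusted over the list alone; the study chose the list on these libraries, so this is not independent evidence). The GH10 xylanase gene 1486161 had the largest rise, 9.55 (standard error 0.62, adjusted p = 2.1e-08), from 4.55 ± 0.29 (SD, n = 3) to 14.10 ± 0.31 (SD, n = 2). CE15 1486135, of a family of glucuronoyl esterases that cleave ester bonds between lignin and hemicellulose, followed with 8.61 (standard error 0.18, adjusted p = 1.2e-12). The smallest rises were 2.85 for CE16 1395444, an acetyl esterase family member, and 2.65 for GH27 1498325, of a family of alpha-galactosidases. The following members of the families named in the sentence lie outside the rule for named genes and were chosen after their values were seen. The only GH28 gene of Table S3, 1447784, of a family that hydrolyses the pectin backbone, rose from 7.62 ± 0.05 to 14.62 ± 0.28, by 6.98 (standard error 0.27, adjusted p = 1.4e-10). Both CE1 genes of that table rose, 139112 by 6.18 and 1456088 by 6.86, as did its other GH10 genes, 659690 by 6.93, 16190 by 4.56 and 1520578 by 3.60.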

**Fig. 3:**
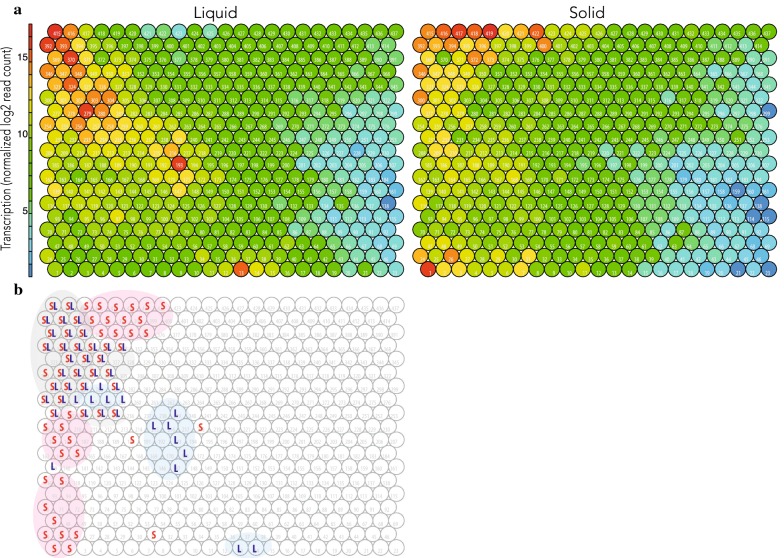
Tatami maps showing transcriptomic patterns of the averaged biological replicates grown under the solid-state and liquid conditions. Node IDs are labeled in the maps (1–437). **a** Liquid: 10 continuous days of liquid cultivation on malt extract. Solid: 6 days of liquid cultivation on malt extract with 4 days of solid-state cultivation on wheat straw. **b** Nodes with > mean 12 log2 normalized read counts per node in response to the solid-state (S) and liquid (L) conditions

The time-course dynamics of the transcriptome and secretome during SSF were further investigated at Days 10 and 15. We made transcriptome-based Tatami maps at each time point showing the averaged transcription of the replicates (Fig. 4a) and the corresponding secretome-based Tatami maps displaying the count of secreted protein IDs detected per node (Fig. 4b). We observed a few groups of genes (5% of the analyzed protein coding genes) highly transcribed at Day 4 and later on downregulated, and global consistency between transcriptome maps at Days 10 and 15, reflecting that regulations related to the early adaptive response to cultivation under SSF were followed by a global stabilization of the transcription regulations for most of the nodes (Fig. 5). 

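The change from Day 4 to Day 15 was broad, and that from Day 10 to Day 15 smaller. By edgeR's quasi-likelihood test, 4422 genes were higher and 4520 lower at Day 15 than at Day 4, against 1810 higher and 1915 lower at Day 15 than at Day 10. Of the 18244 genes, 691 (3.79%) were highly transcribed at Day 4 and lower at both later days. Among the 685 genes highly transcribed at Day 4 and not in the control, 463 had fallen by Day 10 and 509 by Day 15, while 88 had risen by Day 15 and 88 did not pass the test. Both sets were picked for high values at Day 4 in the same libraries, which favors falls from Day 4. The VP gene 1359988, for a lignin-oxidizing peroxidase, is one that fell: from 17.36 ± 0.14 (SD, n = 2) at Day 4 to 10.29 ± 0.89 at Day 10 and 7.41 ± 0.42 at Day 15 (both SD, n = 3), with a log2 fold change of -9.91 (standard error 0.51, adjusted p = 6.7e-09) between Days 4 and 15. At Day 15 its level was not told apart from the control (0.67 (standard error 0.39, adjusted p = 0.145) in the same test). The VP gene 897918 rose over the same interval, from 15.10 ± 0.04 to 16.49 ± 0.14, by 1.42 (standard error 0.17, adjusted p = 1.3e-05). Across 16334 genes, Spearman's rho between group means was 0.987 for Days 10 and 15, and 0.889, 0.905 and 0.894 for the control against Days 4, 10 and 15. The count for Days 10 and 15 depends on single libraries. It ranged from 1154 to 1968 higher genes and from 1200 to 2187 lower genes when each library was left out in turn, and the smallest counts were those without SSF Day 15 replicate 2.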

We also observed an apparent time lag in the intracellular processes between transcription and protein secretion. The correlation of the transcriptomes and secretomes showed that the transcriptomes at Day 4 were more positively correlated with the secretomes at Day 10 and 15. The same trend was seen for Day 10 transcriptome with Day 15 secretome (Table 2).

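Node means of transcription and numbers of secreted proteins per node, both the paper's own values (Dataset S2), were correlated here across the 437 nodes, of which 138 held a protein on any day; 95% intervals came from 2000 resamples of the nodes. Spearman's rho of the Day 4 transcriptome was 0.528 (0.457 to 0.592) with the Day 4 secretome, 0.636 (0.576 to 0.691) with that of Day 10 and 0.636 (0.573 to 0.690) with that of Day 15. The gain over the Day 4 secretome was 0.108 (0.0486 to 0.168) for Day 10 and 0.108 (0.0492 to 0.168) for Day 15. The Day 10 transcriptome had a rho of 0.661 (0.603 to 0.713) with the Day 10 secretome and 0.671 (0.616 to 0.720) with the Day 15 secretome, a difference of 0.0101 (-0.0208 to 0.0413), whose interval holds 0. Read by secretome, the Day 10 secretome had a rho of 0.636 with the Day 4 transcriptome and 0.661 with its own, a difference of -0.0252 (-0.0608 to 0.00976). For the Day 15 secretome, the Day 10 transcriptome exceeded that of Day 15 by 0.0341 (0.0166 to 0.0538), while the Day 4 transcriptome differed from that of Day 15 by -0.000998 (-0.0425 to 0.0373). In the count table, Spearman's rho across genes between group means was 0.961 for Days 4 and 10 and 0.934 for Days 4 and 15. Over only the 138 nodes that held a protein, the Day 4 secretome had a rho of 0.470 with its own transcriptome, 0.346 with that of Day 10 and 0.269 with that of Day 15. Over the same nodes, the Day 10 secretome had a rho of 0.607 with the Day 4 transcriptome and 0.706 with its own, and the Day 15 secretome 0.608 with the Day 4, 0.743 with the Day 10 and 0.701 with its own. The intervals describe variation between nodes and not between cultures, since the straw of 3 replicates was pooled before the secretome was extracted.

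**Figure D1:**
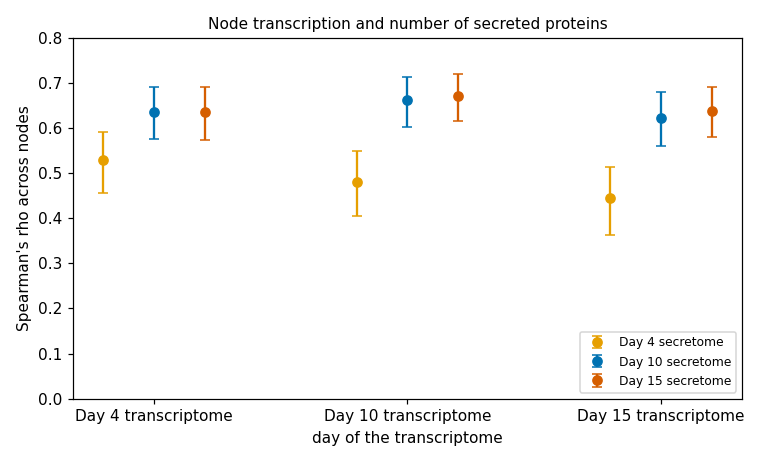
Spearman's rho across the 437 nodes (y axis, no unit) between node-mean transcription at Days 4, 10 and 15 of SSF (x axis) and the number of secreted proteins per node at Day 4 (yellow), Day 10 (blue) and Day 15 (red); points are rho and bars the 95% interval from resampling nodes. The Day 4 secretome gave the lowest rho on each day, from 0.444 to 0.528.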

**Fig. 4:**
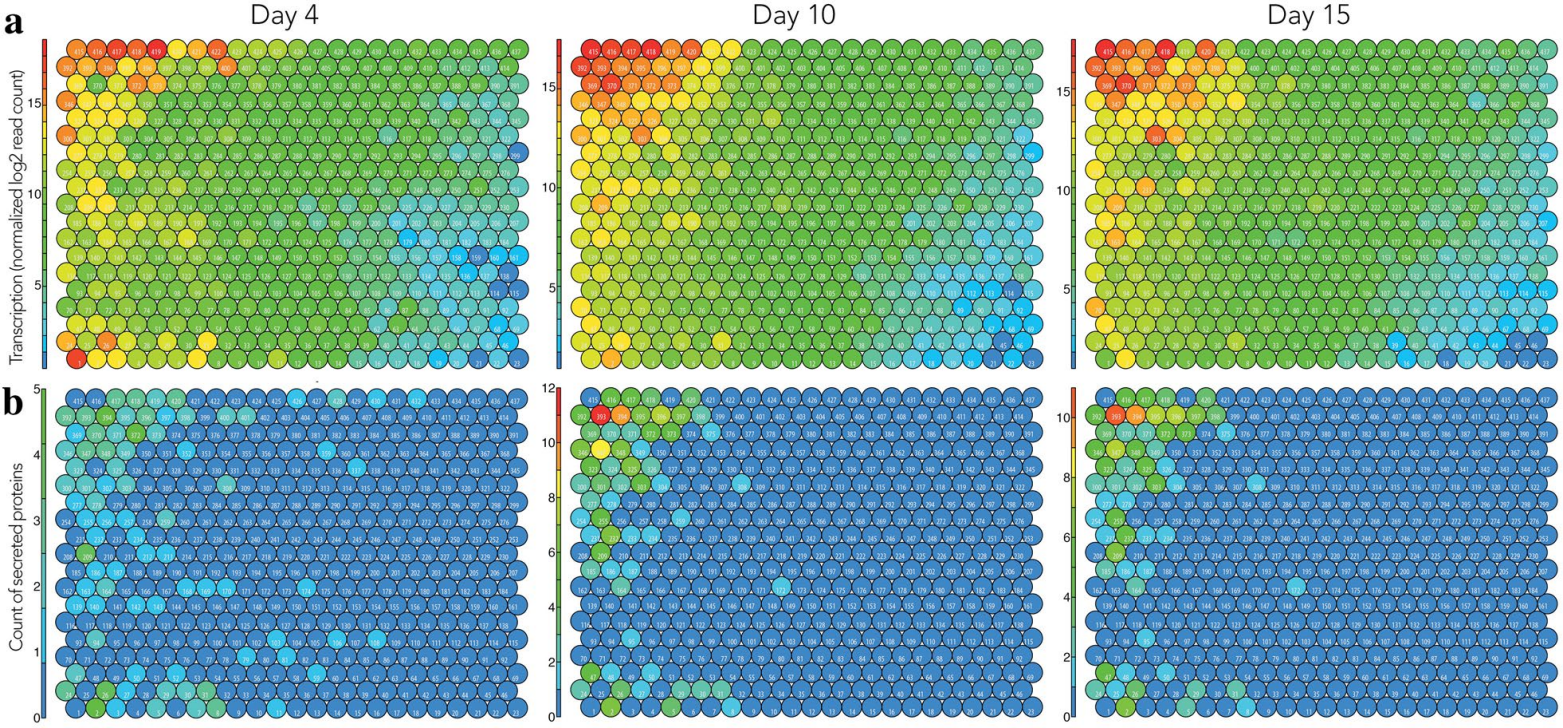
Tatami maps showing transcriptomic and secretomic trends of *Polyporus brumalis* grown under the solid-state conditions on wheat straw for 4, 10, and 15 days. **a** Transcriptomic Tatami maps displaying the averaged transcription level per node at each time point. **b** Secretomic Tatami maps showing the count of secreted proteins detected per node

**Fig. 5:**
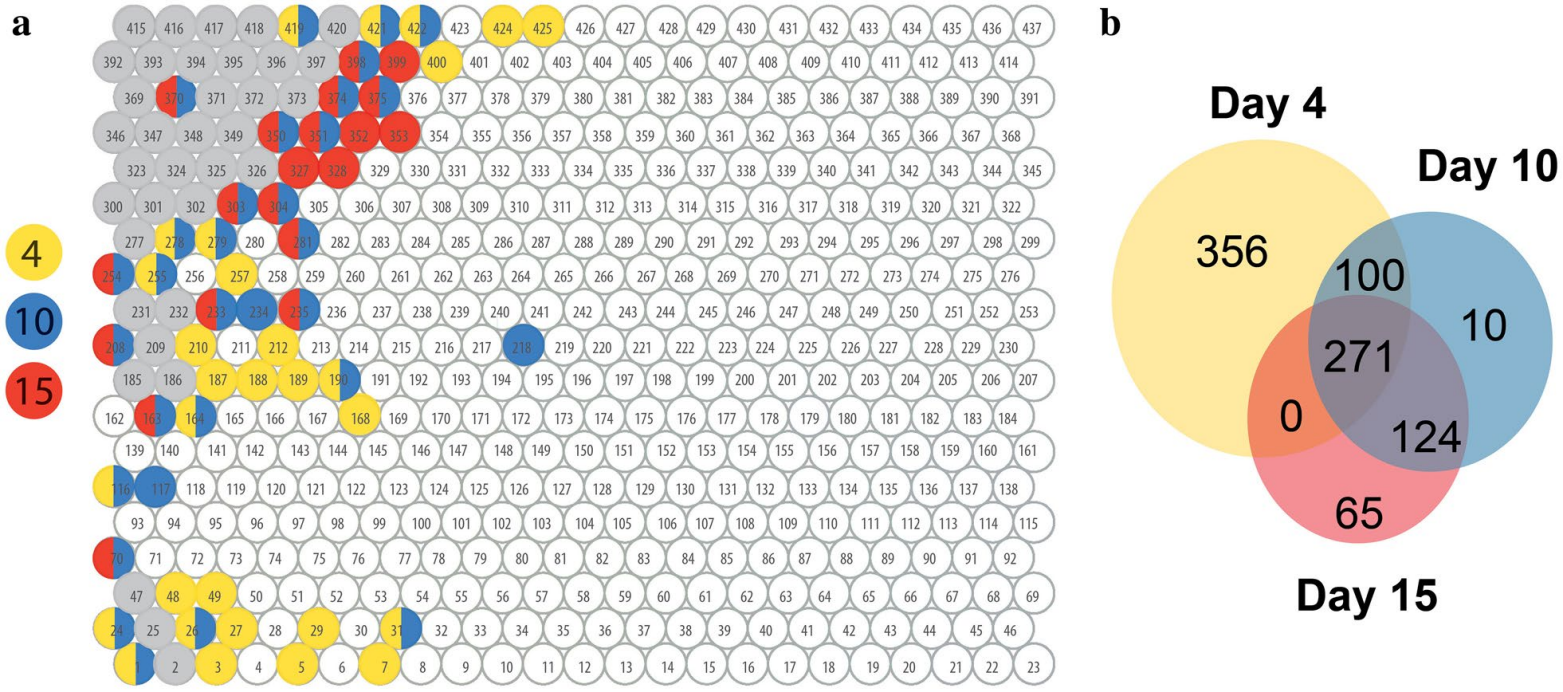
Transcriptomic trends of *Polyporus brumalis* throughout solid state fermentation on wheat straw. **a** Map of co-regulated genes highly transcribed in SSF at Day 4 (yellow), Day 10 (blue), Day 15 (red), and at the three time points (gray). **b** Number of genes highly transcribed in SSF at each time point. Genes were identified as highly transcribed when the mean log2 of the normalized read counts was > 12 in SSF and < 12 in the control culture condition. Node IDs are labeled in the map (1–437)

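On the scale of mean log2 normalized counts, the value of 12 lay far into the upper range of the 18244 genes. It was at percentile 94.1 in the control, 92.3 at Day 4, 93.3 at Day 10 and 93.1 at Day 15 of SSF. The 75th percentile was 9.86, 10.09, 10.03 and 10.01 in the same order. In all, 1082 genes were above 12 in the control, 1413 at Day 4, 1214 at Day 10 and 1263 at Day 15, and 978 were above 12 on at least 1 day of SSF and not in the control. Of the 19 AA2 peroxidases, a family that includes the lignin-oxidizing VPs and short MnPs, 2 were above 12 in the control, 14 at Day 4, 13 at Day 10 and 9 at Day 15. The 13 cellulose-active CAZymes of Table S3 had 0, 13, 7 and 5 members above 12, and the 17 CAZymes for hemicelluloses and pectin 0, 14, 17 and 14. Groups such as these hold genes close to the limit: GH6 1477052, for a cellobiohydrolase, was at 11.90 ± 0.22 at Day 15 (SD, n = 3), and is named here after its values were seen.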

**Table 2:** Correlations between transcriptome and secretome at three time points (*p* value < 0.001)

	Day 4 transcriptome	Day 10 transcriptome	Day 15 transcriptome
Day 4 secretome	0.53	0.48	0.44
Day 10 secretome	*0.64*	0.66	0.62
Day 15 secretome	*0.64*	*0.67*	0.64

Italics: Higher correlation coefficients observed between Day 4 vs Day 10/15 and Day 10 vs Day 15

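With the threshold of 12 applied to each gene, 265 genes were highly transcribed at Days 4, 10 and 15 of SSF and not in the control. By edgeR's quasi-likelihood test, 260 of these were higher than the control at Day 4, 262 at Day 10 and 261 at Day 15, and 255 at all 3 days. The threshold picked the genes for this direction in the same libraries, so these counts are not independent evidence. The 265 genes included 8 of the 19 AA2 peroxidases (4 VPs and 4 short MnPs), enzymes that attack lignin, 32 of the 52 CAZymes of Table S3, and 3 of the 36 AA3 oxidoreductases. Between Day 4 and Day 15, 118 of the 265 genes fell, 86 rose and 61 did not pass the test. Over all genes tested, 2788 were higher than the control at all 3 days and 2690 were lower, where independent lists would share 483 and 511. Simulated groups without any effect shared 0 genes in each of 20 draws. Few genes can pass in such draws, so they cannot show how far a shared control raises the overlap. The 3 days were compared with the same 3 control libraries, and part of the excess may come from them. With library totals in place of TMM factors, 1776 genes were higher and 4411 lower at all 3 days, and with a fold minimum of 1 on the log2 scale, 1156 and 1205. The number in the set was 507 with a threshold of 11, 128 with a threshold of 13, and 421 when the threshold was applied to node means of a self-organizing map trained here.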

We determined a core set of 271 highly transcribed genes throughout SSF based on the criteria that the mean normalized read counts per node are more than 12 log2 in SSF and less than 12 log2 in the control condition (Additional file 7: Table S4). Of these, 14 genes encoded predicted permeases and transporters of the major facilitator superfamily, four encoded GSTs and 11 encoded P450s. These genes were located in neighboring nodes in three areas of the Tatami map, indicating that subsets of GSTs, P450s, transporters and permeases could have concomitant physiological functions during fungal growth on wheat straw. 

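Table S4 is held here as 62 genes of the core set, and the study chose them on these libraries, so their direction is not independent evidence. Its 14 transporters and permeases of the major facilitator superfamily, membrane proteins that move sugars and other small molecules, were all higher than the control at Days 4, 10 and 15 (edgeR's quasi-likelihood test; 14 at each day when adjusted over the list alone), with median log2 fold changes of 3.04, 3.12 and 3.24. At Day 4 the largest rises were 6.72 (standard error 0.12, adjusted p = 5.3e-13) for 1452357 and 4.84 for 1454421, and the smallest 1.92 for 1394716 and 1.60 for 1451844. Gene 1452357 was at 6.67 ± 0.11 in the control (SD, n = 3) and at 13.42 ± 0.06 at Day 4 (SD, n = 2). By the gene-level threshold, 11 of the 14 belonged to the core set. All 4 glutathione S-transferases (GSTs), which conjugate toxic compounds to glutathione, belonged to it and were higher on each day (4 when adjusted over the list alone). At Day 4 they rose by 4.31 (1399835), 4.04 (1516684), 3.52 (1364150) and 3.45 (1357910). GST 1357910 was at 14.03 ± 0.28 at Day 4 and 16.38 ± 0.17 at Day 15 (SD, n = 3), a further log2 change of 2.37 (standard error 0.18, adjusted p = 1.8e-07) from the same test.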

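Cytochrome P450s are monooxygenases that oxidize small molecules, lignin fragments among them. All 11 P450 genes of Table S4 were higher than the control at Days 4, 10 and 15 of SSF by edgeR's quasi-likelihood test (11 at each day when adjusted over the list alone), with median log2 fold changes of 3.91, 3.80 and 3.77; the study chose them on these libraries, so this is not independent evidence. CYP53 1398198, of a family that hydroxylates benzoate, rose the most at Day 4, from 7.49 ± 0.19 (SD, n = 3) to 14.28 ± 0.14 (SD, n = 2), by 6.75 (standard error 0.14, adjusted p = 1.2e-12). CYP5150 1364780 was second, with 5.38 (standard error 0.23, adjusted p = 2.9e-10). The smallest rises at Day 4 were those of both CYP5144 genes, 1487024 with 2.69 and 1416167 with 2.35 (standard error 0.28, adjusted p = 1.0e-05). The latter had a level of 11.92 ± 0.80 at Day 4, just under the threshold of 12, and the other 10 genes were in the core set by the gene-level threshold.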

Six P450 families were upregulated throughout the fermentation: CYP53, CYP512, CYP5144, CYP5136, CYP5137 and CYP 5150. The core set of highly transcribed genes also coded for enzymes active on cellulose (e.g., one GH7 cellobiohydrolase, one GH5_22 endo-β-1,4-glucanase, two AA9 LPMOs), hemicelluloses (e.g., one GH30 and two GH10 endo-1,4-β-xylanases), and seven AA2 peroxidases (three short MnPs and four VPs) that were all detected in the secretomes (Additional file 7: Table S4). 

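Several genes for cellulose, hemicellulose and lignin breakdown were still above the control at the last day of SSF, and others were not. At Day 15, the log2 fold change over the control was 7.95 (standard error 0.31, adjusted p = 1.6e-10) for GH7 1347545, a cellobiohydrolase family member, 3.43 for GH5_22 1412845, and 6.23, 4.74 and 4.53 for the AA9 genes 1339229, 1403153 and 1452362, all from edgeR's quasi-likelihood test. Genes of the xylanase families of the sentence, chosen after their values were seen, were GH30 784226 (5.79), GH10 16190 (5.22) and GH10 1520578 (4.63). Of the 19 AA2 genes, 14 were higher and 4 lower than the control at Day 15 (camera, adjusted p = 0.00265; adjusted p = 0.121 with an estimated correlation). The VP gene 1359988 and GH7 355477 did not pass, and the short MnP gene 1363610 was the lowest relative to the control, with -5.22. The largest rises were those of the short MnP gene 1347226, 9.63 (standard error 0.41, adjusted p = 3.0e-10), and of the VP gene 1412926, 9.42 (standard error 0.23, adjusted p = 3.5e-12). Of the 11 AA2 genes of Table 3, 7 were in the core set by the gene-level threshold, 4 of them VPs and 3 short MnPs. In terms of counts, the short MnPs took 0.0275% in the control and 1.02%, 0.738% and 0.733% at Days 4, 10 and 15, and the VPs 0.0813%, 6.82%, 2.53% and 1.05%.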

We observed the expected trend that the number of total secreted CAZymes increased from Day 4 (47 secreted CAZymes consisting of 24 GHs, five CEs, 18 AAs) to Day 15 (76 secreted CAZymes consisting of 34 GHs, 12 CEs, two PLs, 26 AAs). We found four nodes of highly transcribed genes during SSF that shared similar transcription profiles and contained a high number of Auxiliary Activity enzymes detected in the secretomes (nodes 417, 418, 419 and 420). These included seven AA2 peroxidases (two short MnPs and five VPs), two AA5_1 copper radical oxidases (ProtIDs #713930 and #1557562 sharing 71 and 74% identity with the glyoxal oxidase Q01772.1 from *P. chrysosporium*, respectively), and one AA3_3 predicted alcohol oxidase (ProtID #1364967, 88% identity with the characterized alcohol oxidase CDG66232 from *P. chrysosporium* [29]; Table 3). 

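The genes of these nodes rose steeply from the control to Day 4 of SSF. The AA5_1 genes 713930 and 1557562, for copper radical oxidases that produce hydrogen peroxide from small aldehydes, rose from 8.38 ± 0.12 to 17.61 ± 0.06 and from 6.06 ± 0.32 to 16.87 ± 0.09 (SD, n = 3 in the control and n = 2 at Day 4). Their log2 fold changes were 9.18 (standard error 0.17, adjusted p = 5.3e-13) and 10.77 (standard error 0.23, adjusted p = 1.3e-12) from edgeR's quasi-likelihood test. The AA3_3 gene 1364967, for a predicted alcohol oxidase that reduces oxygen to hydrogen peroxide, rose from 10.76 ± 0.11 to 17.12 ± 0.05, by 6.32 (standard error 0.17, adjusted p = 5.9e-12). Among the VPs, 1487275 rose from 9.84 ± 0.19 to 18.95 ± 0.04, by 9.05 (standard error 0.29, adjusted p = 2.0e-11). VP 897918 rose by 7.00 and VP 1412926 by 7.53. VP 918032 went from 7.31 ± 0.19 to 17.99 ± 0.05, by 10.64 (standard error 0.70, adjusted p = 2.4e-08). The short MnP genes rose from 7.00 ± 0.04 to 12.95 ± 0.18 (1185543) and from 6.63 ± 0.03 to 12.72 ± 0.08 (1347226), with log2 fold changes of 5.91 and 6.07. The adjusted p of these genes ranged from 2.6e-13 to 5.7e-08 in the same test.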

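The AA3_2 gene 1422328, a GMC oxidoreductase of a family that includes aryl alcohol oxidases and other producers of hydrogen peroxide, was already abundant in the liquid control, at 15.27 ± 0.04 (SD, n = 3). Its level was 15.94 ± 0.20 at Day 4 of SSF (SD, n = 2), 16.52 ± 0.62 at Day 10 and 14.83 ± 0.20 at Day 15 (SD, n = 3 each). Relative to the control, the log2 fold change was 0.63 (standard error 0.27, adjusted p = 0.0563) at Day 4, which did not pass edgeR's quasi-likelihood test, 1.32 (standard error 0.25, adjusted p = 4.2e-04) at Day 10, and -0.46 (standard error 0.24, adjusted p = 0.111) at Day 15, which did not pass. It fell from Day 10 to Day 15, with -1.78 (standard error 0.25, adjusted p = 3.5e-04) in the same test. At Day 4 the call depends on the analysis: the gene passed with a log2 fold change of 0.67 under DESeq2's Wald test and with DESeq2 size factors in edgeR, with 0.76 under the replicate block, in the fit of only the 2 groups compared, and, with 0.61 to 0.63, when SSF Day 10 replicate 1, 2 or 3 was left out. It did not pass under the other settings, among them library totals only (0.25).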

The neighboring node 416 contained an AA3_2 GMC oxidoreductase (ProtID #1422328). The tight co-regulation of these genes over time suggested that these specific AA2, AA3_2, AA3_3 and AA5_1 isoforms participated cooperatively to the oxidative attack of the substrate. 

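The oxidoreductase genes of these nodes all had means above 12 at Day 4, and their changes between Day 4 and Day 15 took different directions by edgeR's quasi-likelihood test. The short MnP genes 1347226 and 1185543 rose, by 3.57 (standard error 0.36, adjusted p = 2.8e-06) and 3.15 (standard error 0.42, adjusted p = 3.0e-05), as did VP 1412926, by 1.89 (standard error 0.19, adjusted p = 2.8e-06). VP 1360396 fell from its Day 4 level to 12.07 ± 0.05 at Day 15 (SD, n = 3), a log2 fold change of -6.86 (standard error 0.15, adjusted p = 3.3e-11), and VP 918032 to 10.42 ± 0.31, by -7.52 (standard error 0.62, adjusted p = 3.9e-07). VP 1487275 fell to 15.66 ± 0.13, by -3.26 (standard error 0.23, adjusted p = 1.0e-07). For the AA5_1 genes, the change was -0.17 (standard error 0.13, adjusted p = 0.26) for 713930 and -0.01 (standard error 0.17, adjusted p = 0.947) for 1557562, neither of which passed. The AA3_3 gene 1364967 fell, with a log2 fold change of -1.39 (standard error 0.15, adjusted p = 3.9e-06), and the AA3_2 gene 1422328 by -1.09 (standard error 0.27, adjusted p = 0.00345). At Day 10 the AA5_1 genes reached 18.31 ± 0.10 and 17.30 ± 0.24 (SD, n = 3), the former the highest level of any gene of Table 3 on that day.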

In-depth in situ co-localization analyses would be necessary to confirm this hypothesis. Four additional AA2s, two AA3_2s, and one AA5_1 were secreted during SSF (Table 3). 

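Of the 18 genes of Table 3, 17 were higher at Day 4 of SSF than in the control and none was lower by edgeR's quasi-likelihood test (18 and 0 when adjusted over the list alone). The study chose these genes on these libraries, so this count is not independent evidence. The same holds for the list standing apart from other genes (camera, adjusted p = 4.7e-12, and adjusted p = 0.00951 with an estimated correlation). The 18 genes took 0.216% of all counts in the control, 7.09% at Day 4, 4.95% at Day 10 and 2.84% at Day 15. All 18 were higher than the control at Day 10 and 16 at Day 15, when none was lower. Among the 4 additional AA2s, the VP gene 1359988 rose to 17.36 ± 0.14 at Day 4 (SD, n = 2), by 10.58 (standard error 0.52, adjusted p = 1.2e-09). Short MnP 1486819 rose to 16.89 ± 0.20, by 8.33 (standard error 0.22, adjusted p = 4.3e-12), and short MnP 1487292 to 15.94 ± 0.09, by 10.41 (standard error 0.71, adjusted p = 3.5e-08). Short MnP 855582 stayed at a low level, 9.20 ± 0.18 at its peak, with a log2 fold change of 2.70 (standard error 0.15, adjusted p = 5.2e-09). The additional AA5_1 gene, 1353775, for a copper radical oxidase, was at 6.91 ± 0.13 in the control and peaked at Day 10 at 11.21 ± 0.78 (SD, n = 3 each), with 2.44 (standard error 0.34, adjusted p = 3.7e-05) at Day 4 and a level that fell by 2.39 on the log2 scale from Day 10 to Day 15 (adjusted p = 1.8e-04 in the same test).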

The regulated AA3_2 genes (Prot IDs #1399288 and #1343556) were predicted to code for aryl alcohol oxidases (AAOs) as deduced from a phylogenetic analysis which included biochemically characterized AA3_2 (Additional file 8: Figure S3). These AAOs and AA5_1 copper radical oxidase isoforms could be involved in generating H_2_O_2_ required for AA2s peroxidase activity during growth on wheat straw.

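Aryl alcohol oxidases oxidize aromatic alcohols and release hydrogen peroxide, and both genes were above their control levels from Day 4 of SSF onwards. AA3_2 1399288 rose from 11.43 ± 0.04 (SD, n = 3) to 13.63 ± 0.11 at Day 4 (SD, n = 2), a log2 fold change of 2.16 (standard error 0.16, adjusted p = 1.1e-07) from edgeR's quasi-likelihood test. It was at 13.92 ± 0.32 at Day 10 and 13.34 ± 0.18 at Day 15 (SD, n = 3 each), and the change between Days 4 and 15 did not pass (-0.27 (standard error 0.16, adjusted p = 0.177)). AA3_2 1343556 had a smaller rise, from 12.06 ± 0.01 to 12.84 ± 0.13, by 0.74 (standard error 0.10, adjusted p = 4.0e-05). It rose further to 13.28 ± 0.10 at Day 15, by 0.46 (standard error 0.11, adjusted p = 0.00235) over Day 4. The levels of 1343556 were above 12 in the control as well, and those of 1399288 only in SSF.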

**Table 3:** Genes coding for auxiliary activity enzymes highly transcribed and secreted during SSF on wheat straw

Prot ID	Node ID	Detected in the secretome	Log2 normalized read counts				Predicted function
			Control	Day 4	Day 10	Day 15	
1399288	209	D10, D15	11.43	*13.63*	*13.92*	*13.34*	AA3_2 GMC oxidoreductase
855582	267	D10, D15	6.47	9.20	8.51	8.46	AA2 MnP-short
1353775	331	D15	6.91	9.39	11.21	8.98	AA5_1 copper radical oxidase
1343556	349	D4, D10, D15	*12.06*	*12.84*	*13.27*	*13.28*	AA3_2 GMC oxidoreductase
1486819	372	D4, D10, D15	8.52	*16.89*	*14.66*	*12.89*	AA2 MnP-short
1359988	400	D4, D10, D15	6.73	*17.36*	10.29	7.41	AA2 VP
1422328	416	D10, D15	*15.27*	*15.94*	*16.52*	*14.83*	AA3_2 GMC oxidoreductase
1364967	417	D10, D15	10.76	*17.12*	*16.14*	*15.71*	AA3_3 GMC oxidoreductase
1487275	417	D4, D10, D15	9.84	*18.95*	*17.82*	*15.66*	AA2 VP
713930	418	D10, D15	8.38	*17.61*	*18.31*	*17.41*	AA5_1 copper radical oxidase
897918	418	D4, D10, D15	8.06	*15.10*	*16.76*	*16.49*	AA2 VP
1412926	418	D4, D10, D15	7.42	*14.95*	*17.04*	*16.86*	AA2 VP
1557562	418	D4, D10, D15	6.06	*16.87*	*17.30*	*16.83*	AA5_1 copper radical oxidase
918032	419	D4	7.31	*17.99*	*14.98*	10.42	AA2 VP
1360396	419	D4, D10, D15	6.40	*18.95*	*14.78*	*12.07*	AA2 VP
1185543	420	D4, D10, D15	7.00	*12.95*	*15.69*	*16.08*	AA2 MnP-short
1347226	420	D4, D10, D15	6.63	*12.72*	*15.16*	*16.27*	AA2 MnP-short
1487292	422	D10, D15	5.49	*15.94*	*12.94*	8.21	AA2 MnP-short

Control/Day 4/Day 10/Day 15: average log2 read count of combined biological replicates per condition. Log2 normalized read counts > 12, considered here as high transcription levels, are indicated with italics

## Discussion

*Polyporus brumalis* is a white-rot fungus found on dead wood of leaf trees in nature and is able to grow on pine wood in laboratory conditions [30]. Recently, the strain BRFM 985 has attracted attention due to its ability to delignify raw wheat straw with moderate consumption of the polysaccharides, which makes this fungus particularly suitable for plant biomass pretreatment in bioprocesses aimed at the valorization of plant-derived saccharides [31]. We examined the genome of *P. brumalis*, explored the time-course series of transcriptomes and secretomes of the fungus grown on wheat straw, and identified the enzymes responsible for the efficient lignin degradation. Besides the set of cellulolytic enzymes commonly found in white-rot fungi, we observed in the genome of *P. brumalis* the expansion of: (1) the Class II peroxidase gene family (AA2, 19 gene copies) including short MnPs and VPs able to oxidize all units of lignin directly or in a Mn^2+^-mediated reaction; and (2) GMC oxidoreductases/dehydrogenases (AA3, 36 genes excluding the cellobiose dehydrogenase coding gene) assisting lignocellulose breakdown by generating H_2_O_2_ and by recycling the electron donors and acceptors required for oxidative attack of the polymers. This ligninolytic machinery was completed by an important arsenal of genes coding for laccases (nine gene copies) and AA6 1,4-benzoquinone reductases (three gene copies), which contribute, respectively, to the fractionation of lignin and the generation of extracellular hydroxyl radical [5]. The delignification ability of the fungus was demonstrated by the massive transcription and the secretion of such enzymes during the growth on wheat straw. We identified 11 AA2s (five MnPs and six VPs) that were highly expressed and secreted during the fermentation and seven AA2s (three MnPs and four VPs) that were co-regulated at a consistently high transcription level from Day 4 to Day 15. 

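The AA2 family holds 19 genes in Table S1, a list made from the genome: 9 VPs and 9 short MnPs, which oxidize lignin directly or through manganese, and 1 generic peroxidase (GP). At Day 4, 15 of them were higher than the control and 3 lower (edgeR's quasi-likelihood test; 15 and 4 when adjusted over the list alone), with a median log2 fold change of 7.00. As a family they rose relative to other genes (camera, adjusted p = 3.4e-06; adjusted p = 0.0381 with an estimated correlation). Of the 9 VPs, 8 were higher and 1 lower (8 and 1 when adjusted over the list alone), with a median of 9.05 (camera, adjusted p = 9.2e-06; adjusted p = 0.121 with an estimated correlation). Of the 9 short MnPs, 7 were higher and 1 lower (7 and 2 when adjusted over the list alone), with a median of 6.07 (camera, adjusted p = 0.00406; adjusted p = 0.121 with an estimated correlation). VP 1110945 had the second largest rise of the VPs, 11.70 (standard error 0.63, adjusted p = 3.2e-09), and VP 310665 the smallest, 4.82 (standard error 0.25, adjusted p = 2.2e-09). Short MnP 1487289 rose the most of its group, 11.32 (standard error 0.74, adjusted p = 2.4e-08). The genes that fell were VP 935251, from 10.49 ± 0.02 (SD, n = 3) to 7.45 ± 0.06 (SD, n = 2), by -3.08 (standard error 0.18, adjusted p = 8.5e-09), GP 1560842, by -1.38 (standard error 0.20, adjusted p = 5.7e-05), and short MnP 1363610. GP 1560842 lies outside the rule for named genes and is named after its values were seen. Of the 11 AA2 genes of Table 3, 10 were above 12 on at least 1 day of SSF. One more gene call, a second short MnP lower than the control, appears when any of several settings is changed, among them the leaving out of SSF Day 10 replicate 1, SSF Day 10 replicate 3 or SSF Day 15 replicate 1.

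**Figure D2:**
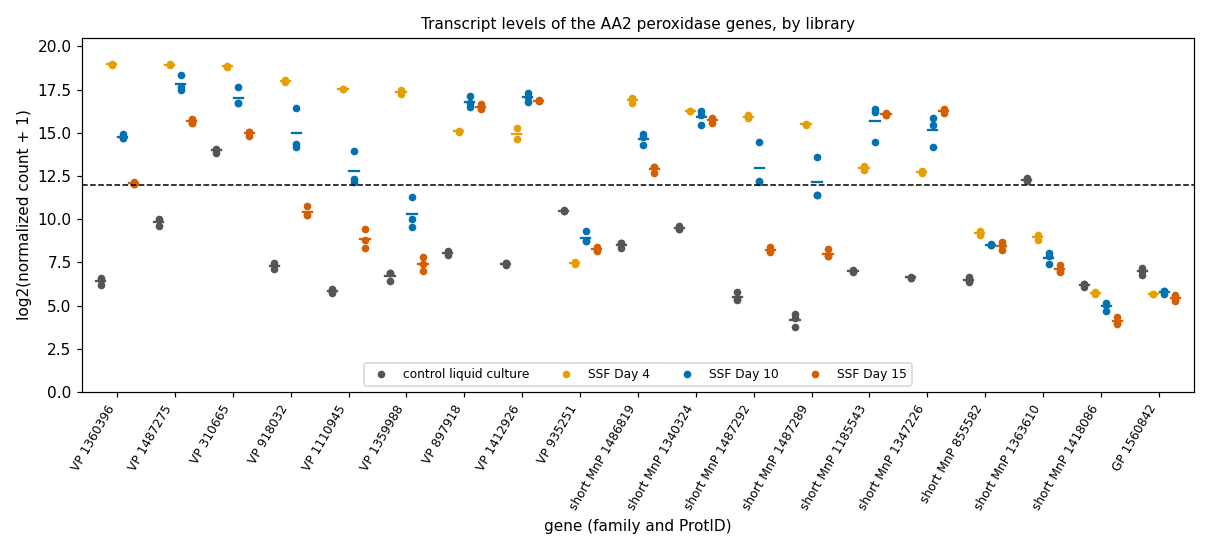
Log2(normalized count + 1) (y axis) of the 19 AA2 genes (x axis, family and gene number) in each library of the control liquid culture (gray), SSF Day 4 (yellow), SSF Day 10 (blue) and SSF Day 15 (red); points are libraries, short lines are group means, and the dashed line marks the threshold of 12. At Day 4, 14 genes have a mean above the line, against 2 in the control.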

To the best of our knowledge, such an orchestrated enzymatic delignification system is unprecedented. Four AA2s (one MnP and three LiPs) were detected in the secretome of *Phanerochaete chrysosporium* during SSF on artichoke stalks [32], up to five MnPs were detected in the secretome of *Ceriporiopsis subvermispora* during growth on aspen [33], and six AA2s (three MnPs and three LiPs) were detected in the secretome of *Phlebia radiata* during growth on pine wood [6]. Remarkably, all these fungal species belong to the phlebioid clade of Polyporales which is known to have many lignin-degrading enzymes [34]. We showed that *P. brumalis*, in belonging to the core polyporoids within Polyporales, challenges the view that the phlebioids uniquely contain a lignolytic enzymatic arsenal in their genomes.

The time-course analysis of transcriptional regulations from Day 4 to Day 15 showed the rapid adaptation of the fungus to the substrate. 

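Days 10 and 15 also differed from the control across much of the transcriptome. By edgeR's quasi-likelihood test, 4874 genes were higher and 4802 lower than the control at Day 10, and 5097 higher and 5107 lower at Day 15. Between Day 4 and Day 10, 3450 genes rose and 3402 fell. The AA2 peroxidases, lignin-oxidizing VPs and short MnPs with 1 generic peroxidase, had 5 genes that rose and 12 that fell between Day 4 and Day 10 (camera, adjusted p = 0.0253; adjusted p = 0.210 with an estimated correlation), and 1 that rose and 12 that fell between Day 10 and Day 15 (camera for the latter, adjusted p = 1.2e-08; adjusted p = 0.0152 with an estimated correlation). VP 1359988 had the largest fall from Day 4 to Day 10, -6.85 (standard error 0.45, adjusted p = 1.0e-07), and short MnP 1185543 the largest rise, 2.97 (standard error 0.41, adjusted p = 7.9e-05), in the same test. The cellulose-active genes of Table S3 had 11 falls and no rise among 13 between Day 4 and Day 10, although that table was chosen for high values at Day 4, which favors falls. With library totals in place of TMM factors, 3554 genes were higher and 6418 lower than the control at Day 10, 3766 higher and 6806 lower at Day 15, and 4544 rose and 2477 fell between Day 4 and Day 10. The median log2 fold change of all genes was then -0.24, -0.28 and 0.17, against -0.02, -0.02 and 0.03 with TMM.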

At Day 4, a complete set of genes coding for enzymes active on cellulose, hemicelluloses, pectin, and lignin was strongly up-regulated and the corresponding enzymes were detected in the secretome. These regulations could be partly related to differences in growth condition between static liquid cultures and SSF, as previously observed in *Pleurotus ostreatus* [35, 36]. In most cases, however, the transcript levels were high until Day 15. 

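The Table S3 genes from families for hemicellulose and pectin breakdown stayed above the control on every day of SSF. Genes of these families outside that table were not counted. The 17 genes of these families in Table S3 were all higher than the control at Day 10 and at Day 15 by edgeR's quasi-likelihood test (17 at both days when adjusted over the list alone), as were the 8 genes of the GH3, GH15, GH16, GH18 and GH76 families. Of all 52 CAZymes of Table S3, 52 were higher at Day 10 and 50 at Day 15 (50 when adjusted over the list alone; the study chose the list on these libraries). By the threshold of 12, 42 of the 52 were highly transcribed at Day 10 and 35 at Day 15. Compared with Day 4, 14 of the 52 had risen by Day 15 and 31 had fallen (14 and 31 when adjusted over the list alone); the choice of the table by node means above 12 at Day 4 favors falls from that day. Among the 17 genes for hemicelluloses and pectin, 8 had risen and 8 had fallen (8 and 8 when adjusted over the list alone). GH2 1437352, of a family of beta-mannosidases and beta-galactosidases, rose from 11.58 ± 0.46 (SD, n = 2) to 15.12 ± 0.11 (SD, n = 3), by 3.53 (standard error 0.39, adjusted p = 5.3e-06), and GH27 1498325, an alpha-galactosidase family member, by 3.36 (standard error 0.15, adjusted p = 2.6e-09). The GH10 xylanase genes 659690 and 1486161 fell, with log2 fold changes of -4.59 (standard error 0.20, adjusted p = 1.8e-09) and -3.69 (standard error 0.47, adjusted p = 2.0e-05). Among the 8 other glycoside hydrolases, 2 rose and 4 fell between these days (2 and 4 when adjusted over the list alone). GH3 224000 and GH3 615361 rose, by 1.19 and 0.62, and GH3 593055 and GH18 1351991, a chitinase family member, had the largest falls, -3.92 and -3.40.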

There was an exception that genes coding for GH5_5 (beta-1,4-endoglucanases), GH7 (cellobiohydrolases), and AA9 (LPMOs) showed decreasing transcript levels from Day 4 to Day 15. As a result, the set of highly transcribed genes coding for cellulose-active enzymes at Day 15 was reduced to one GH5_22 (ProtID # 1412845), one GH7 (#1347545) and three LPMOs (#1339229, 1403153, 1452362). Therefore, we propose that the observed selective delignification could be a result of orchestrated fungal mechanics composed of: (1) the expression and secretion of numerous lignin-active peroxidases with associated oxidoreductases; and (2) the down-regulation of cellulose-degrading enzymes between Day 4 and Day 15.

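Of the 13 cellulose-active CAZymes of Table S3, 12 fell from Day 4 to Day 15 and none rose (edgeR's quasi-likelihood test; 12 and 0 when adjusted over the list alone), with a median log2 fold change of -2.42. Table S3 was chosen for node means above 12 at Day 4 in these libraries, which favors falls from Day 4, and cellulose-active genes outside it were not counted. Between Day 10 and Day 15, 10 fell and 1 rose (11 and 2 when adjusted over the list alone). Together their transcripts took 0.484% ± 0.0810 of all counts at Day 10 and 0.265% ± 0.0516 at Day 15 (SD, n = 3 each). The largest fall was that of GH7 355477, a cellobiohydrolase family member, from its Day 4 level to 9.51 ± 1.24 at Day 10 and 7.43 ± 0.82 at Day 15 (SD, n = 3 each), with -7.23 (standard error 0.65, adjusted p = 8.8e-07); at Day 15 it was not told apart from the control (1.02 (standard error 0.56, adjusted p = 0.123) in the same test). AA9 1420749, for a lytic polysaccharide monooxygenase, fell from 14.31 ± 0.22 (SD, n = 2) to 9.68 ± 0.67, by -4.52 (standard error 0.30, adjusted p = 6.7e-08). The smallest falls that passed were those of GH5 1063890, -0.83 (standard error 0.16, adjusted p = 7.6e-04), and of AA9 1339229, -1.33 (standard error 0.22, adjusted p = 2.1e-04). GH7 1347545 fell, with a log2 fold change of -1.84 (standard error 0.25, adjusted p = 3.7e-05), and AA9 1452362 by -2.71 (standard error 0.25, adjusted p = 1.1e-06). AA9 1403153 did not pass, with -0.07 (standard error 0.16, adjusted p = 0.741).

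**Figure D3:**
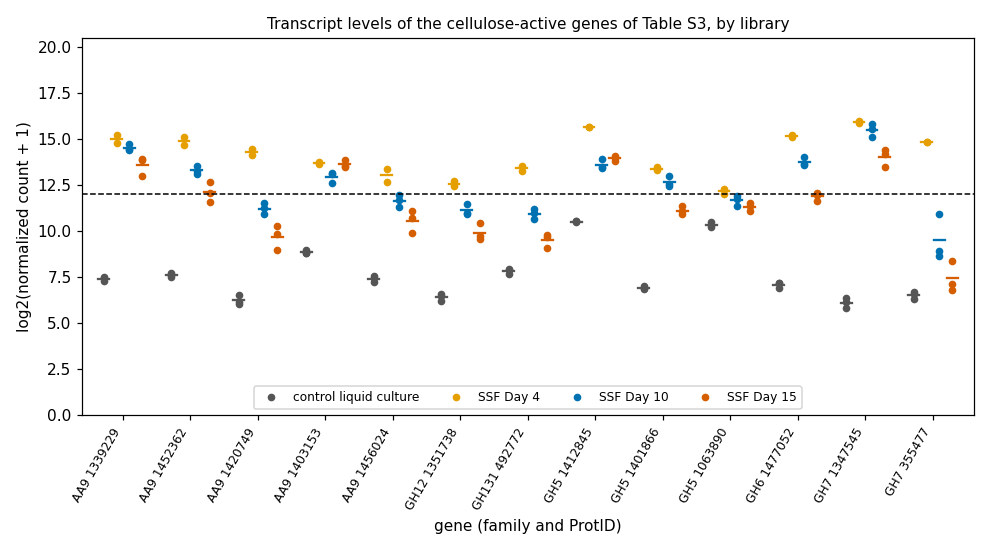
Log2(normalized count + 1) (y axis) of the 13 cellulose-active genes of Table S3 (x axis, family and gene number) in each library of the control liquid culture (gray), SSF Day 4 (yellow), SSF Day 10 (blue) and SSF Day 15 (red); points are libraries, short lines are group means, and the dashed line marks the threshold of 12. All 13 means lie above the line at Day 4, and 5 at Day 15.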

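Of the 13 cellulose-active CAZymes of Table S3, 5 had a mean log2 normalized count above 12 at Day 15 (SD, n = 3 libraries throughout). GH5_22 1412845, a beta-1,4-endoglucanase family member, was at 13.96 ± 0.13, and fell from Day 4, with a log2 fold change of -1.65 (standard error 0.14, adjusted p = 4.7e-07) in edgeR's quasi-likelihood test. GH7 1347545, a cellobiohydrolase family member, was at 14.02 ± 0.50. The genes for lytic polysaccharide monooxygenases, which cleave cellulose by oxidation, were at 13.60 ± 0.52 (AA9 1339229), 13.62 ± 0.22 (AA9 1403153) and 12.10 ± 0.54 (AA9 1452362). For 1452362 the distance to the threshold was smaller than the SD. GH6 1477052, on the other side of the threshold at Day 15, had fallen from 15.16 ± 0.07 at Day 4 (SD, n = 2), by -3.23 (standard error 0.16, adjusted p = 5.2e-09); it is named here after its values were seen. With the threshold at 11, 8 of the 13 genes were above it at Day 15.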

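Of the 19 AA2 peroxidases, 13 fell and 5 rose (edgeR's quasi-likelihood test; 13 and 5 when adjusted over the list alone), with a median log2 fold change of -1.83 (camera, adjusted p = 0.00334; adjusted p = 0.121 with an estimated correlation). Of the 9 VPs, 6 fell and 3 rose (6 and 3 when adjusted over the list alone), with a median of -3.85, and of the 9 short MnPs, 7 fell and 2 rose (7 and 2 when adjusted over the list alone). VP 897918 and VP 1412926 had the highest VP levels at Day 15, 16.49 ± 0.14 and 16.86 ± 0.01 (SD, n = 3), and short MnP 1347226 and short MnP 1185543 the highest of the short MnPs, 16.27 ± 0.12 and 16.08 ± 0.07. VP 1359988 and VP 1110945 had the largest falls of the family, the latter with a log2 fold change of -8.63 (standard error 0.56, adjusted p = 4.7e-08), and short MnPs 1487292 and 1487289 fell by -7.71 (standard error 0.63, adjusted p = 3.9e-07) and -7.44 (standard error 0.62, adjusted p = 4.5e-07) in the same test. The AA2 share of all counts fell from 7.84% ± 0.0266 at Day 4 (SD, n = 2) to 3.27% ± 0.435 at Day 10 and 1.78% ± 0.103 at Day 15 (SD, n = 3 each). That of the cellulose-active genes of Table S3 fell from 1.00% at Day 4 to 0.265% at Day 15. Of the 18 secreted auxiliary activity enzymes of Table 3, 9 fell and 5 rose (9 and 5 when adjusted over the list alone; camera, adjusted p = 0.0601; adjusted p = 0.214 with an estimated correlation). The difference between the change of the AA2 genes and that of the cellulose-active genes was not itself tested, and the lists are unlike. The cellulose-active genes were chosen for high values at Day 4, and the AA2 genes come from the genome and include genes low on that day, such as VP 935251, which was at 7.45 and rose. From the high transcript levels and the secretion of the AA2 peroxidases with their associated oxidoreductases, and from the falling transcript levels of the GH5_5, GH7 and AA9 genes between Day 4 and Day 15, the paper proposes that both together could bring about the selective removal of lignin.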

Degradation of lignin produces by-products such as polyaromatic and phenolic compounds that must be metabolized or detoxified by the fungus. We found that the secretion of lignin-active enzymes was associated with strong up-regulation of genes involved in signal transduction (kinases) or detoxification (Cytochrome P450s, GSTs and ABC transporters), which could play a role in the fungal adaptation to lignin breakdown. Six P450 families were up-regulated throughout fermentation: CYP53, CYP512, CYP5144, CYP5136, CYP5137 and CYP5150. 

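The P450 genes of Table S4 did not all keep their Day 4 level until Day 15. Of the 11 genes, 3 rose and 5 fell between these days (edgeR's quasi-likelihood test; 3 and 5 when adjusted over the list alone), with a median log2 fold change of -0.29. CYP5150 1537019 and CYP512 1410594, monooxygenases of families named in the sentence, rose the most, by 0.73 (standard error 0.17, adjusted p = 0.00264) and 0.67 (standard error 0.09, adjusted p = 3.5e-05). CYP5136 1402446 and CYP512 1361826 fell the most, from 14.28 ± 0.03 to 12.68 ± 0.03 and from 14.65 ± 0.03 to 13.10 ± 0.05 (SD, n = 2 at Day 4 and n = 3 at Day 15), with log2 fold changes of -1.58 (standard error 0.12, adjusted p = 2.5e-07) and -1.52 (standard error 0.13, adjusted p = 5.8e-07) in the same test. At Day 15 the log2 fold change over the control still ranged from 1.68 for CYP5144 1487024 to 5.93 for CYP5150 1364780.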

Strikingly, these six gene families are expanded in the genomes of wood decay basidiomycetes [37–39]. CYP512, CYP5136, and CYP5150 families can oxidize a wide range of hydrocarbons, including plant chemicals and key metabolic intermediates in fungi such as steroids, suggesting that they play a role both in oxidation of xenobiotic compounds and fungal primary and secondary metabolism [38]. CYP53 family members oxidize benzoate and benzoate derivatives [40]. The conservation of CYP53 in the genome of fungal plant pathogens suggested that CYP53 could play a key role during colonization of plant tissues. Jawallapersand et al. [41] suggested that CYP53 could have a role in the generation of the secondary metabolite veratryl alcohol, a cofactor for lignin-active peroxidases. Altogether, these findings suggested that CYP53 could contribute to the degradation of lignocellulosic polymers and/or to the detoxification of anti-fungal compounds released during plant material degradation.

## Conclusion

In this study, we used self-organizing maps to overlay genome annotations with transcriptomics and secretomics data obtained in the time course of *P. brumalis* fermentation on wheat straw. The clustering of co-regulated and co-secreted enzymes showed that the delignification capabilities of the fungus was associated with the orchestrated secretion of an abundant set of delignifying enzymes including several VPs and short MnPs. The secretion by the fungus of a rich set of these enzymes, together with the mobilization of elaborated intracellular detoxification pathways could be the essential determinants for the ability of the fungus to efficiently degrade lignin.

## Methods

### Fungal strain and growth conditions

*Polyporus brumalis* BRFM 985 was obtained from the International Center of Microbial Resources (CIRM; https://www6.inra.fr/cirm). The fungus was maintained on 2% (w/v) malt extract, 2% (w/v) agar at 4 °C. Inoculum preparation and SSF procedures were performed as described by Zhou et al. [12]. Briefly, the fungal inoculum was prepared by grinding mats (Ultra-Turrax, 60 s, 9500 rpm) obtained from 7-day-old Roux flasks (malt extract 2%, w/v). Solid-state fermentations were performed in packed bed bioreactors (glass columns) on 20 g dw (dry weight) sterilized wheat straw (≈ 4 mm, Haussmann soft wheat, VIVESCIA, Reims, France) impregnated with 6 mg dw mycelium/g dw substrate, and 1 mL metal solution (CuSO_4_, FeSO_4_, and MnSO_4_ 0.9 μmol each/g dw substrate). The glass-column reactors were incubated at 28 °C for 4, 10 or 15 days. Air stream was filtered, wetted and flow rate set to 0.5/v.v/min. Control wheat straw was incubated under the same conditions without inoculum. Assays were performed in triplicate.

### Wheat straw biochemical characterization

Fermented and control wheat straw from three replicates were pooled and homogenized. Dry weights were measured from 1-g (wet weight) aliquots after drying overnight at 105 °C. Five grams (dw) aliquots were washed with deionized water (5% w dw/v) for 24 h at 4 °C, with shaking at 300 rpm, and filtered through GF/F filters (Whatman). The recovered solid extracts were freeze dried and stored at 4 °C for biochemical composition and enzymatic hydrolysis analyzes. The recovered water extracts were stored at − 20 °C for secretome analyzes. Biochemical composition (klason lignin, cellulose and hemicelluloses) of the fermented wheat straw was determined in duplicate according to the NERL method [42]. Carbohydrate accessibility to enzymatic degradation was evaluated by measuring carbohydrate net conversion yields as described by Zhou et al. [12]. Briefly, control or fermented wheat straw was subjected to mild alkali treatment, followed by a 72 h enzymatic hydrolysis with 12 FPU/g substrate (dw) of cellulases from *Trichoderma reesei* (GC220, Genencor Danisco) and 60 U/g substrate (dw) of β-glucosidase from *Aspergillus niger* (Novozyme SP188, Sigma). The released glucose and reducing sugars were quantified, respectively, using the Glucose RTU kit (Biomérieux) and the dinitrosalicylic acid method [43].

### Fungal biomass quantification

Fungal biomass was quantified using a PCR-based method as described by Zhou et al. [44]. Briefly, genomic DNA was extracted from fermented wheat straw samples using the NucleoSpin PlantII kit (Macherey–Nagel, France) and quantified by qPCR amplification of a 150-bp fragment in the 5.8S conserved sequence. Standard curves were established using known quantities of genomic DNA from *P. brumalis* BRFM 985. The PCR cycle was as follows: 30 s at 95 °C, and then 5 s at 95 °C, 5 s at 60 °C for 39 cycles, followed by a melt curve step (65–95 °C, with 0.5 °C steps). The presence of a single amplicon was checked on the melting curve. All reactions were performed in triplicate, and all qPCR runs included a negative control without template. Quantification cycles (Cq) were determined using the regression mode of the Bio-Rad CFX Manager™ software (v 3.0).

### Genome sequencing

To facilitate genome sequencing and assembly, the monokaryotic strain BRFM 1820 was obtained by de-dikaryotization [45] from the dikaryotic strain BRFM 985. The method for protoplast isolation was adapted from Alves et al. [46]. All steps were performed at 30 °C. Fifteen 7-day-old cultures (9 cm in diameter) of BRFM 985 grown on 2% (w/v) Malt extract, 2% (w/v) agar were recovered and homogenized for 20 s with a Waring blender in 100 mL of YM medium (10 g/L glucose, 5 g/L bactopeptone, 3 g/L yeast extract and 3 g/L malt broth extract). The homogenate was grown for 24 h with agitation at 130 rpm. The culture was again homogenized 20 s, diluted twice in YM, and grown for an additional 24 h with agitation. After washing with 0.5 M MgSO_4_·7H_2_O, the mycelium was harvested by centrifugation, weighted and resuspended in lysis buffer (0.5 M MgSO_4_, 7H_2_O, 0.03 M maleic acid pH 5.8 with 15 mg Caylase C4 per mL and per 0.25 g wet weight mycelium). The mycelium was incubated with gentle shaking (80 rpm) for 3 h and filtered through Miracloth. Protoplasts were collected by centrifugation at low speed and gently resuspended in 1 M sorbitol (10^7^/mL). Dilutions (10^4^/mL) were incubated overnight without shaking in regeneration medium (0.5 M MgSO_4_,7H_2_O, 20 g/L glucose, 0.46 g/L KH_2_PO_4_, 1 g/L K_2_HPO_4_, 2 g/L bactopeptone and 2 g/L yeast extract) and spread on MA2 medium. After culturing for 3–7 days, slow growing colonies obtained from the regenerated protoplasts were examined by microscopy to select the ones without clamp-connection. Fragments of mycelium were stained with DAPI to verify they were monokaryotic. From the 20 protoplast-derived monokaryons isolated, the monokaryotic line BRFM 1820, phenotypically similar to its dikaryotic parent, was selected for genome sequencing.

For genome, two (270 bp fragment and long 4 kb mate-pair) libraries were sequenced. For 270 bp fragments, 100 ng of DNA was sheared to 300 bp using the Covaris LE220 and size selected using SPRI beads (Beckman Coulter). For the 4 kb library, 5 µg of DNA was sheared using the Covaris g-TUBE™ (Covaris) and gel size selected for 4 kb. The sheared DNA was treated with end repair and ligated with biotinylated adapters containing loxP. The adapter ligated DNA fragments were circularized via recombination by a Cre excision reaction (NEB) and randomly sheared using the Covaris LE220 (Covaris). Sheared DNA fragments were processed for ligation to Illumina compatible adapters (IDT, Inc) using the KAPA-Illumina library creation kit (KAPA biosystems). For transcriptome, stranded cDNA libraries were generated using the Illumina Truseq Stranded RNA LT kit. Sequencing was performed on the Illumina HiSeq 2500 sequencer using HiSeq TruSeq SBS sequencing kits, v4, following a 2 × 150 bp (or 2 × 100 bp for 4 kb library) indexed run recipe. Each fastq file was QC filtered for artifact/process contamination. Genomic reads were assembled with AllPathsLG version R49403 [47]. RNA-Seq reads were assembled using Rnnotator v. 3.3.2 [48].

### Gene functional annotation

The genome was annotated using the Joint Genome Institute (JGI) Annotation Pipeline and made publicly available via JGI fungal genome portal MycoCosm [49]. Proteins predicted to be secreted by SignalP 4.1. (threshold 0.34; [50]), TargetP 1.1 [51] or Phobius 1.01 [52] were analyzed with pscan to withdraw proteins targeted at the endoplasmic reticulum. The retrieved proteins with no transmembrane domain according to TMHMM Server 2.0. or a single transmembrane domain corresponding to the signal peptide were identified as predicted secreted. For CAZyme gene expert annotation, all putative proteins were compared to the entries in the CAZy database [2] using BLASTP. The proteins with *E* values smaller than 0.1 were further screened by a combination of BLAST searches against individual protein modules belonging to the AA, GH, GT (Glycosyl Transferases), PL, CE and CBM classes (https://www.CAZy.org/). HMMer 3 [53] was used to query against a collection of custom-made hidden Markov model (HMM) profiles constructed for each CAZy family. All identified proteins were manually curated. Within families, subfamilies were manually defined according to their homology relationships between members of the focal family. Class II ligninolytic peroxidases (AA2s) were annotated as LiP, MnP or VP on the basis of the presence or absence of specific amino acid residues at the substrate oxidation sites [17] after homology modeling using crystal structures of related peroxidases as templates and programs implemented by the automated protein homology modeling server “SWISS-MODEL” [54].

Proteins classified as KOG “Cytochrome P450” were subject to BLASTP comparisons against the Fungal CYP Database (http://p450.riceblast.snu.ac.kr, last accessed June 10, 2018) [55]. These predicted CYPs were assigned to the corresponding family types based on their highest sequence similarity (at least 40%) against all fungal CYPs as followed by the International P450 Nomenclature Committee.

### Gene family expansions/contractions

CAZyme gene family expansions or contractions were analyzed using the CAFE Software v3.1 (Computational Analysis of gene Family Evolution; [15]) and the numbers of genes coding for CAZymes from 18 Polyporales genomes. The selected public genomes were those from *Pycnoporus cinnabarinus* [56], *Phanerochaete chrysosporium* [57], *Fomitopsis pinicola*, *Wolfiporia cocos* and *Trametes versicolor* [58]. Genomes from *Artolenzites elegans* BRFM 1663 and BRFM 1122, *Irpex lacteus* CCBAS Fr. 238 617/93, *Leiotrametes* sp. BRFM 1775, *Pycnoporus coccineus* BRFM 310 and BRFM 1662, *P. puniceus* BRFM 1868, *P. sanguineus* BRFM 1264, *Trametopsis cervina* BRFM 1824, *Trametes cingulata* BRFM 1805, *T. gibbosa* BRFM 1770 and *T. ljubarskii* BRFM 1659 were newly sequenced at the JGI. The Russulales *Stereum hirsutum* [58] and *Heterobasidion annosum* [59] were used as outgroups. The protein sequences deduced from these genomes were downloaded from the Mycocosm portal (https://genome.jgi.doe.gov/programs/fungi/index.jsf), with authorization of the principal investigators when not yet published. Groups of orthologs were obtained from these genomes using orthoMCL version 2.0.9 [60] with default parameters and using NCBI BLAST version 2.4.0 + [61] in conjunction with MCL version 14-137 (http://micans.org/mcl/) under default settings. A set of 20 uni-copy genes was selected among the 25 best performing genes for Polyporales phylogenetics ([62]; Additional file 9: Dataset S1). The concatenated 20-gene dataset in each genome had a mean number of 28,996,9 amino acids, the shortest being for Pycci1 (28144 aa) and the longest for Stehi1 (30313 aa). Alignments were done using Mafft v7.271 [63] and filtered with GBLOCKS version 0.91b [64]. The final tree was generated with RaxML version 8.2.4 [65] and PROTGAMMAWAG as substitution model.

### Identification of the fungal proteins secreted during fermentation

The water extracts collected after 4, 10 and 15 days of culture were filtered using 0.22-μm pore-size polyethersulfone membranes (Vivaspin, Sartorius), diafiltered with 50 mM sodium acetate (pH 5.0) and concentrated using a Vivaspin polyethersulfone membrane with a 10-kDa cutoff (Sartorius). LC–MS/MS analysis of the secretomes was performed as described by Navarro et al. [66]. Briefly, 10 μg of proteins was in-gel digested using a standard trypsinolysis protocol. For protein identification, online analysis of peptides was performed with a Q-exactive mass spectrometer (Thermo Fisher Scientific), using a nanoelectrospray ion source. MS/MS data were queried against the catalog of predicted proteins from the *P. brumalis* genome, and an in-house contaminant database, using the X!Tandem software (X!Tandem Cyclone, Jouy en Josas, France). Peptides that matched with an *E* value < 0.05 were parsed with the X!Tandem pipeline software. Proteins identified with at least two unique peptides and a log (*E* value) < − 2.6 were validated.

### Transcriptome and secretome network maps

Total RNA was extracted from 100 mg tissue as described in Couturier et al. [67]. RNA quantity and quality were determined using the Experion RNA Std-Sens kit (QIAGEN). RNASeq was done using 150 bp long paired end reads obtained on Illumina HiSeq-2500 (Beckman Coulter Genomics). The quality of raw fastq reads was checked with FastQC (Simon Andrews, Babraham Bioinformatics, 2011; https://www.bioinformatics.babraham.ac.uk/projects/) and reads were cleaned with Sickle Tool (Joshi and Fass, 2011; https://github.com/najoshi/sickle) with the following criteria: quality threshold of 20; length threshold of 20. RNA reads were aligned to the genome of *P. brumalis* BRFM 1820 using TopHat2 with only unique mapping allowed. Read counts were determined by HTSeq, normalized using ddsNorm from the DESeq 2 Bioconductor package [68] and log2 transformed.

Genome-wide profiles with integrated transcriptome and secretome data were constructed using the SHIN part of the pipeline SHIN + GO [7]. A single self-organizing map (SOM) was generated with the normalized log2 read count of the genes from all biological replicates. The map units used were 437. The number of iterations used was 43,700 (437 × 100) times to minimize the Euclidian distances between the nodes for the optimal convergence. Two sets of omics topographies (Tatami maps) were generated based on the master SOM. Transcriptomic maps showing node-wise mean transcription were created with the averaged read count of the genes clustered in each node. Secretomic maps were made with the count of detected proteins. For each protein ID, the presence of the protein in the secretome was counted as one. The total count of secreted proteins was calculated node-wise according to the trained SOM. A summary map indicating condition-specific highly transcribed genes was also made. Genes in the nodes with a mean read count > 12 log2 were considered as highly transcribed in each condition at each time point. Such genes constituted approximately above 75th percentile of the entire gene population.

Spearman’s rank correlations of fungal transcriptome and secretome were estimated at individual time points using the node-wise mean transcription and the node-wise count of secreted proteins identified. Correlations were calculated for: (1) the entire genes; and (2) the subset of genes coding for predicted secreted proteins.

## Additional files

**Additional file 1: Table S1.** List of predicted Auxiliary Activity enzymes from CAZy families AA2 and AA3 encoded in the genome of *Polyporus brumalis* BRFM 1820. Expert annotations for AA3 sub-families, versatile peroxidases (VP), manganese peroxidases (MnP) and generic peroxidases (GP) are indicated. The Cellobiose Dehydrogenase with the modular structure AA8-AA3_1, ProtID #1364243, is not indicated.

**Additional file 2: Figure S1.** Distributions of the normalized log2 transformed read count of all biological replicates. Liq: Liquid cultivation on malt extract for 10 days. Day4: Solid-state cultivation on wheat straw for 4 days after liquid cultivation on malt extract for 6 days. Day10: Solid-state cultivation on wheat straw for 10 days after liquid cultivation on malt extract for 6 days. Day15: Solid-state cultivation on wheat straw for 15 days after liquid cultivation on malt extract for 6 days. A: Box plot showing the mean and the range of the read count of the genes. B: Density plot showing distributions of log2 read count of the genes.

**Additional file 3: Table S2.** The number of highly transcribed genes in the selected nodes (> mean 12 log2 normalized read count per node) in response to the solid and liquid conditions. Total: The total number of genes including the unique and shared genes. Unique: specifically highly transcribed in each condition. Shared: Highly transcribed in both conditions. Node IDs containing such genes are provided (Additional file 7: Table S4).

**Additional file 4: Dataset S2.** Mean transcript read counts and numbers of proteins detected in the secretomes for each node of the Tatami map.

**Additional file 5: Figure S2.** KOG classification of the genes differentially highly transcribed after 4-day growth in SSF on wheat straw as compared to control liquid cultures. The identified genes were clustered into nodes of co-regulated genes with mean Log2 of the normalized read counts > 12 in SSF and < 12 in control liquid cultures. The number of up-regulated genes in each KOG class is indicated for the KOG groups Cellular Processes and Signaling, Information storage and Processing and Metabolism.

**Additional file 6: Table S3.** CAZyme coding genes present in nodes with mean log2 read counts < 12 in control liquid cultures and mean log2 read counts > 12 at Day 4 in SSF.

**Additional file 7: Table S4.** List of the core set of genes differentially highly transcribed at Day 4, 10 and 15 of SSF on wheat straw.

**Additional file 8: Figure S3.** Phylogeny of the AA3 predicted proteins from Polyporus brumalis and biochemically characterized fungal AA3s. Sequence descriptions include accession numbers from JGI Mycocosm, NBCI or PDB. The tree was constructed with a strategy similar to Sützl et al. (Sützl et al. 2018 [22]). Sequences were aligned using M-coffee (Wallace et al. [69]) with default settings. Phylogeny was inferred using PhyML (Guindon et al. [70]) and WAG amino acid substitution model (Whelan and Goldman [71]). Branch support was calculated by 500 bootstrap repetitions. The tree was visualized in iTOL (Letunic and Bork [72]).

**Additional file 9: Dataset S1.** Uni-copy genes selected for the construction of the phylogenetic species tree including 16 Polyporales species; *Artolenzites elegans*, *Fomitopsis pinicola* (Floudas et al. [58]), *Irpex lacteus*, *Leiotrametes* sp., *Phanerochaete chrysosporium* (Ohm et al. [57]), *Polyporus brumalis*, *Pycnoporus cinnabarinus* (Levasseur et al. [56]), *P. coccineus*, *P. puniceus*, *P. sanguineus*, *Trametopsis cervina*, *Trametes cingulata*, *T. gibbosa*, *T. ljubarskyi*, *T. versicolor* (Floudas et al. [58]), *Wolfiporia cocos* (Floudas et al. [58]) and two Russulales species: *Heterobasidion annosum* (Olson et al. [59]), *Stereum hirsutum* (Floudas et al.[58]). For each gene, the Mycocosm genome name, the putative yeast ortholog, and the protID in Mycocosm (https://genome.jgi.doe.gov/programs/fungi/index.jsf) are provided.

## Abbreviations

AA: auxiliary activity
AAO: aryl alcohol oxidase
CAZyme: carbohydrate-active enzyme
CBM: carbohydrate-binding module
CE: carbohydrate esterase
CIRM: International Center of Microbial Resources
DAPI: 4′,6-diamidino-2-phenylindole
DyP: dye-decolorizing peroxidase
FAD: flavin-adenine dinucleotide
FPU: filter paper cellulase unit
GH: glycoside hydrolase
GMC: glucose methanol choline
GOX: glucose 1-oxidase
GP: generic peroxidase
GST: glutathione S-transferase
GT: glycosyltransferase
JGI: Joint Genome Institute
LiP: lignin peroxidase
LPMO: lytic polysaccharide monooxygenase
MA: malt agar
MCL: Markov cluster
MnP: manganese peroxidase
MS: mass spectrometry
NCBI: National Center for Biotechnology Information
NREL: National Renewable Energy Laboratory
PCR: polymerase chain reaction
PL: polysaccharide lyase
POD: class II heme-containing peroxidase
SOM: self organizing map
SSF: solid-state fermentation
VP: versatile peroxidase
YM: yeast mold

## References

[1] Wan C, Li Y (2012). Fungal pretreatment of lignocellulosic biomass. Biotechnol Adv.

[2] Lombard V, Golaconda Ramulu H, Drula E, Coutinho PM, Henrissat B (2014). The carbohydrate-active enzymes database (CAZy) in 2013. Nucleic Acids Res.

[3] Zámocký M, Hofbauer S, Schaffner I, Gasselhuber B, Nicolussi A, Soudi M, Pirker KF, Furtmüller PG, Obinger C (2015). Independent evolution of four heme peroxidase superfamilies. Arch Biochem Biophys.

[4] Riley R, Salamov A, Brown D, Nagy L, Floudas D, Held B, Levasseur A, Lombard V, Morin E, Otillar R, Lindquist E, Sun H, LaButti K, Schmutz J, Jabbour D, Luo H, Baker S, Pisabarro A, Walton J, Blanchette R, Henrissat B, Martin F, Cullen D, Hibbett D, Grigoriev I (2014). Extensive sampling of basidiomycete genomes demonstrates inadequacy of the white-rot/brown-rot paradigm for wood decay fungi. Proc Natl Acad Sci USA.

[5] Martínez AT, Speranza M, Ruiz-Dueñas FJ, Ferreira P, Camarero S, Guillén F, Martínez MJ, Gutiérrez A, del Río JC (2005). Biodegradation of lignocellulosics: microbial, chemical, and enzymatic aspects of the fungal attack of lignin. Int Microbiol.

[6] Kuuskeri J, Häkkinen M, Laine P, Smolander O-P, Tamene F, Miettinen S, Nousiainen P, Kemell M, Auvinen P, Lundell T (2016). Time-scale dynamics of proteome and transcriptome of the white-rot fungus *Phlebia radiata*: growth on spruce wood and decay effect on lignocellulose. Biotechnol Biofuels.

[7] Miyauchi S, Navarro D, Grisel S, Chevret D, Berrin J-G, Rosso M-N (2017). The integrative omics of white-rot fungus *Pycnoporus coccineus* reveals co-regulated CAZymes for orchestrated lignocellulose breakdown. PLoS ONE.

[8] Liu J, Wang ML, Tonnis B, Habteselassie M, Liao X, Huang Q (2013). Fungal pretreatment of switchgrass for improved saccharification and simultaneous enzyme production. Bioresour Technol.

[9] Vasco-Correa J, Li Y (2015). Solid-state anaerobic digestion of fungal pretreated *Miscanthus sinensis* harvested in two different seasons. Bioresour Technol.

[10] Zhao L, Cao G-L, Wang A-J, Ren H-Y, Dong D, Liu Z-N, Guan X-Y, Xu C-J, Ren N-Q (2012). Fungal pretreatment of cornstalk with *Phanerochaete chrysosporium* for enhancing enzymatic saccharification and hydrogen production. Bioresour Technol.

[11] Zhou S, Raouche S, Grisel S, Navarro D, Sigoillot J-C, Herpoël-Gimbert I (2015). Solid-state fermentation in multi-well plates to assess pretreatment efficiency of rot fungi on lignocellulose biomass. Microb Biotechnol.

[12] Zhou S, Herpoël-Gimbert I, Grisel S, Sigoillot JC, Sergent M, Raouche S (2017). Biological wheat straw valorization: multicriteria optimization of *Polyporus brumalis* pretreatment in packed bed bioreactor. Microbiologyopen.

[13] Miyauchi S, Navarro D, Grigoriev IV, Lipzen A, Riley R, Chevret D, Grisel S, Berrin J-G, Henrissat B, Rosso M-N (2016). Visual comparative omics of fungi for plant biomass deconstruction. Front Microbiol.

[14] Hori C, Gaskell J, Igarashi K, Samejima M, Hibbett D, Henrissat B, Cullen D (2013). Genomewide analysis of polysaccharides degrading enzymes in 11 white- and brown-rot Polyporales provides insight into mechanisms of wood decay. Mycologia.

[15] Han MV, Thomas GWC, Lugo-Martinez J, Hahn MW (2013). Estimating gene gain and loss rates in the presence of error in genome assembly and annotation using CAFE 3. Mol Biol Evol.

[16] Ruiz-Dueñas FJ, Lundell T, Floudas D, Nagy LG, Barrasa JM, Hibbett DS, Martínez AT (2013). Lignin-degrading peroxidases in Polyporales: an evolutionary survey based on 10 sequenced genomes. Mycologia.

[17] Ruiz-Dueñas FJ, Morales M, García E, Miki Y, Martínez MJ, Martínez AT (2009). Substrate oxidation sites in versatile peroxidase and other basidiomycete peroxidases. J Exp Bot.

[18] Fernández-Fueyo E, Acebes S, Ruiz-Dueñas FJ, Martínez MJ, Romero A, Medrano FJ, Guallar V, Martínez AT (2014). Structural implications of the C-terminal tail in the catalytic and stability properties of manganese peroxidases from ligninolytic fungi. Acta Crystallogr D.

[19] Ferreira P, Carro J, Serrano A, Martínez AT (2015). A survey of genes encoding H2O2-producing GMC oxidoreductases in 10 Polyporales genomes. Mycologia.

[20] Kracher D, Scheiblbrandner S, Felice AKG, Breslmayr E, Preims M, Ludwicka K, Haltrich D, Eijsink VGH, Ludwig R (2016). Extracellular electron transfer systems fuel cellulose oxidative degradation. Science.

[21] Garajova S, Mathieu Y, Beccia MR, Bennati-Granier C, Biaso F, Fanuel M, Ropartz D, Guigliarelli B, Record E, Rogniaux H, Henrissat B, Berrin J-G (2016). Single-domain flavoenzymes trigger Lytic Polysaccharide Monooxygenases for oxidative degradation of cellulose. Sci Rep.

[22] Sützl L, Laurent CVFP, Abrera AT, Schütz G, Ludwig R, Haltrich D (2018). Multiplicity of enzymatic functions in the CAZy AA3 family. Appl Microbiol Biotechnol.

[23] Levasseur A, Drula E, Lombard V, Coutinho PM, Henrissat B (2013). Expansion of the enzymatic repertoire of the CAZy database to integrate auxiliary redox enzymes. Biotechnol Biofuels.

[24] Piumi F, Levasseur A, Navarro D, Zhou S, Mathieu Y, Ropartz D, Ludwig R, Faulds CB, Record E (2014). A novel glucose dehydrogenase from the white-rot fungus *Pycnoporus cinnabarinus*: production in *Aspergillus niger* and physicochemical characterization of the recombinant enzyme. Appl Microbiol Biotechnol.

[25] Mathieu Y, Piumi F, Valli R, Aramburu JC, Ferreira P, Faulds CB, Record E (2016). Activities of secreted aryl alcohol quinone oxidoreductases from *Pycnoporus cinnabarinus* provide insights into fungal degradation of plant biomass. Appl Environ Microbiol.

[26] Shi J, Sharma-Shivappa RR, Chinn M, Howell N (2009). Effect of microbial pretreatment on enzymatic hydrolysis and fermentation of cotton stalks for ethanol production. Biomass Bioenergy.

[27] Tatusov RL, Fedorova ND, Jackson JD, Jacobs AR, Kiryutin B, Koonin EV, Krylov DW, Mazumder R, Mekhedov SL, Nikolskaya AN, Rao BS, Smirnov S, Sverdlov AV, Vasudevan S, Wolf YI, Yin JJ, Natale DA (2003). The COG database: an updated version includes eukaryotes. BMC Bioinf.

[28] Collins SRA, Wellner N, Martinez Bordonado I, Harper AL, Miller CN, Bancroft I, Waldron KW (2014). Variation in the chemical composition of wheat straw: the role of tissue ratio and composition. Biotechnol Biofuels.

[29] Linke D, Lehnert N, Nimtz M, Berger RG (2014). An alcohol oxidase of *Phanerochaete chrysosporium* with a distinct glycerol oxidase activity. Enzyme Microb Technol.

[30] Lee JW, Gwak KS, Park JY, Park MJ, Choi DH, Kwon M, Choi IG (2007). Biological pretreatment of softwood *Pinus densiflora* by three white rot fungi. J Microbiol.

[31] Zhou S, Raouche S, Grisel S, Sigoillot JC, Gimbert I (2017). Efficient biomass pretreatment using the white-rot fungus *Polyporus brumalis*. Fungal Genom Biol.

[32] Zhu N, Liu J, Yang J, Lin Y, Yang Y, Ji L, Li M, Yuan H (2016). Comparative analysis of the secretomes of *Schizophyllum commune* and other wood-decay basidiomycetes during solid-state fermentation reveals its unique lignocellulose-degrading enzyme system. Biotechnol Biofuels.

[33] Hori C, Gaskell J, Igarashi K, Kersten P, Mozuch M, Samejima M, Cullen D (2014). Temporal alterations in the secretome of the selective ligninolytic Fungus *Ceriporiopsis subvermispora* during growth on aspen wood reveal this organism’s strategy for degrading lignocellulose. Appl Environ Microbiol.

[34] Justo A, Miettinen O, Floudas D, Ortiz-Santana B, Sjökvist E, Lindner D, Nakasone K, Niemelä T, Larsson K-H, Ryvarden L, Hibbett DS (2017). A revised family-level classification of the Polyporales (*Basidiomycota*). Fungal Biol.

[35] Castanera R, Pérez G, Omarini A, Alfaro M, Pisabarro AG, Faraco V, Amore A, Ramírez L (2012). Transcriptional and enzymatic profiling of *Pleurotus ostreatus* laccase genes in submerged and solid-state fermentation cultures. Appl Environ Microbiol.

[36] Alfaro M, Castanera R, Lavín JL, Grigoriev IV, Oguiza JA, Ramírez L, Pisabarro AG (2016). Comparative and transcriptional analysis of the predicted secretome in the lignocellulose degrading basidiomycete fungus *Pleurotus ostreatus*. Environ Microbiol.

[37] Fernandez-Fueyo E, Ruiz-Dueñas FJ, Ferreira P, Floudas D, Hibbett DS, Canessa P, Larrondo LF, James TY, Seelenfreund D, Lobos S, Polanco R, Tello M, Honda Y, Watanabe T, Watanabe T, Ryu JS, Kubicek CP, Schmoll M, Gaskell J, Hammel KE, St. John FJ, Vanden Wymelenberg A, Sabat G, Splinter BonDurant S, Syed K, Yadav JS, Doddapaneni H, Subramanian V, Lavín JL, Oguiza JA (2012). Comparative genomics of *Ceriporiopsis subvermispora* and *Phanerochaete chrysosporium* provide insight into selective ligninolysis. Proc Natl Acad Sci USA.

[38] Syed K, Shale K, Pagadala NS, Tuszynski J (2014). Systematic identification and evolutionary analysis of catalytically versatile cytochrome P450 monooxygenase families enriched in model basidiomycete fungi. PLoS ONE.

[39] Qhanya L, Matowane G, Chen W, Sun Y, Letsimo E, Parvez M, Yu J, Mashele S, Syed K (2015). Genome-wide annotation and comparative analysis of Cytochrome P450 Monooxygenases in basidiomycete biotrophic plant pathogens. PLoS ONE.

[40] Crešnar B, Petrič S (2011). Cytochrome P450 enzymes in the fungal kingdom. Biochim Biophys Acta.

[41] Jawallapersand P, Mashele SS, Kovačič L, Stojan J, Komel R, Pakala SB, Kraševec N, Syed K (2014). Cytochrome P450 monooxygenase CYP53 family in fungi: comparative structural and evolutionary analysis and its role as a common alternative anti-fungal drug target. PLoS ONE.

[42] Sluiter A, Hames B, Ruiz R, Scarlata C, Sluiter J, Templeton D, Crocker D. Determination of structural carbohydrates and lignin in biomass: Laboratory analytical procedures, NREL. vol, 1617; 2008. https://permanent.access.gpo.gov/lps94089/42618.pdf. Issued 25 Apr 2008.

[43] Miller GL (1959). Use of dinitrosalicylic acid reagent for determination of reducing sugar. Anal Chem.

[44] Zhou S, Grisel S, Herpoël-Gimbert I, Rosso M-N (2015). A PCR-based method to quantify fungal growth during pretreatment of lignocellulosic biomass. J Microbiol Methods.

[45] Miyazaki K, Maeda H, Sunagawa M, Tamai Y, Shiraishi S (2000). Screening of heterozygous DNA markers in shiitake (*Lentinula edodes*) using de-dikaryotization via preparation of protoplasts and isolation of four meiotic monokaryons from one basidium. J Wood Sci.

[46] Alves AMCR, Record E, Lomascolo A, Scholtmeijer K, Asther M, Wessels JGH, Wösten HAB (2004). Highly efficient production of laccase by the Basidiomycete *Pycnoporus cinnabarinus*. Appl Environ Microbiol.

[47] Gnerre S, MacCallum I, Przybylski D, Ribeiro FJ, Burton JN, Walker BJ, Sharpe T, Hall G, Shea TP, Sykes S, Berlin AM, Aird D, Costello M, Daza R, Williams L, Nicol R, Gnirke A, Nusbaum C, Lander ES, Jaffe DB (2011). High-quality draft assemblies of mammalian genomes from massively parallel sequence data. Proc Natl Acad Sci USA.

[48] Martin J, Bruno VM, Fang Z, Meng X, Blow M, Zhang T, Sherlock G, Snyder M, Wang Z (2010). Rnnotator: an automated de novo transcriptome assembly pipeline from stranded RNA-Seq reads. BMC Genomics.

[49] Grigoriev IV, Nikitin R, Haridas S, Kuo A, Ohm R, Otillar R, Riley R, Salamov A, Zhao X, Korzeniewski F, Smirnova T, Nordberg H, Dubchak I, Shabalov I (2014). MycoCosm portal: gearing up for 1000 fungal genomes. Nucleic Acids Res.

[50] Nielsen H (2017). Predicting Secretory Proteins with SignalP. Methods Mol Biol.

[51] Emanuelsson O, Nielsen H, Brunak S, von Heijne G (2000). Predicting subcellular localization of proteins based on their N-terminal amino acid sequence. J Mol Biol Mol.

[52] Käll L, Krogh A, Sonnhammer ELL (2004). A combined transmembrane topology and signal peptide prediction method. J Mol Biol Mol.

[53] Finn RD, Clements J, Eddy SR (2011). HMMER Web Server: interactive sequence similarity searching. Nucleic Acids Res.

[54] Bordoli L, Kiefer F, Arnold K, Benkert P, Battey J, Schwede T (2008). Protein structure homology modeling using SWISS-MODEL workspace. Nat Protoc.

[55] Moktali V, Park J, Fedorova-Abrams ND, Park B, Choi J, Lee YH, Kang S (2012). Systematic and searchable classification of cytochrome P450 proteins encoded by fungal and oomycete genomes. BMC Genomics.

[56] Levasseur A, Lomascolo A, Chabrol O, Ruiz-Dueñas FJ, Boukhris-Uzan E, Piumi F, Kues U, Ram A, Murat C, Haon M, Benoit I, Arfi Y, Chevret D, Drula E, Kwon M, Gouret P, Lesage-Meessen L, Lombard V, Mariette J, Noirot C, Park J, Patyshakuliyeva A, Sigoillot J, Wiebenga A, Wosten H, Martin F, Coutinho P, de Vries R, Martinez A, Klopp C, Pontarotti P, Henrissat B, Record E (2014). The genome of the white-rot fungus *Pycnoporus cinnabarinus*: a basidiomycete model with a versatile arsenal for lignocellulosic biomass breakdown. BMC Genomics.

[57] Ohm RA, Riley R, Salamov A, Min B, Choi I-G, Grigoriev IV (2014). Genomics of wood-degrading fungi. Fungal Genet Biol.

[58] Floudas D, Binder M, Riley R, Barry K, Blanchette RA, Henrissat B, Martínez AT, Otillar R, Spatafora JW, Yadav JS, Aerts A, Benoit I, Boyd A, Carlson A, Copeland A, Coutinho PM, de Vries RP, Ferreira P, Findley K, Foster B, Gaskell J, Glotzer D, Górecki P, Heitman J, Hesse C, Hori C, Igarashi K, Jurgens JA, Kallen N, Kersten P (2012). The Paleozoic origin of enzymatic lignin decomposition reconstructed from 31 fungal genomes. Science.

[59] Olson Å, Aerts A, Asiegbu F, Belbahri L, Bouzid O, Broberg A, Canbäck B, Coutinho PM, Cullen D, Dalman K, Deflorio G, van Diepen LTA, Dunand C, Duplessis S, Durling M, Gonthier P, Grimwood J, Fossdal CG, Hansson D, Henrissat B, Hietala A, Himmelstrand K, Hoffmeister D, Högberg N, James TY, Karlsson M, Kohler A, Kües U, Lee Y-H, Lin Y-C (2012). Insight into trade-off between wood decay and parasitism from the genome of a fungal forest pathogen. New Phytol.

[60] Li L, Stoeckert CJ, Roos DS (2003). OrthoMCL: identification of ortholog groups for eukaryotic genomes. Genome Res.

[61] Altschul SF, Madden TL, Schäffer AA, Zhang J, Zhang Z, Miller W, Lipman DJ (1997). Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res.

[62] Binder M, Justo A, Riley R, Salamov A, Lopez-Giraldez F, Sjökvist E, Copeland A, Foster B, Sun H, Larsson E, Larsson K-H, Townsend J, Grigoriev IV, Hibbett DS (2013). Phylogenetic and phylogenomic overview of the Polyporales. Mycologia.

[63] Katoh K, Misawa K, Kuma K, Miyata T (2002). MAFFT: a novel method for rapid multiple sequence alignment based on fast Fourier transform. Nucleic Acids Res.

[64] Talavera G, Castresana J (2007). Improvement of phylogenies after removing divergent and ambiguously aligned blocks from protein sequence alignments. Syst Biol.

[65] Stamatakis A (2014). RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics.

[66] Navarro D, Rosso M-N, Haon M, Olivé C, Bonnin E, Lesage-Meessen L, Chevret D, Coutinho PM, Henrissat B, Berrin J-G (2014). Fast solubilization of recalcitrant cellulosic biomass by the basidiomycete fungus *Laetisaria arvalis* involves successive secretion of oxidative and hydrolytic enzymes. Biotechnol Biofuels.

[67] Couturier M, Navarro D, Chevret D, Henrissat B, Piumi F, Ruiz-Dueñas FJ, Martinez AT, Grigoriev IV, Riley R, Lipzen A, Berrin J-G, Master ER, Rosso M-N (2015). Enhanced degradation of softwood versus hardwood by the white-rot fungus *Pycnoporus coccineus*. Biotechnol Biofuels.

[68] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[69] Wallace IM, O'Sullivan O, Higgins DG, Notredame C (2006). M-Coffee: combining multiple sequence alignment methods with T-Coffee. Nucleic Acids Res..

[70] Guindon S, Dufayard JF, Lefort V, Anisimova M, Hordijk W, Gascuel O (2010). New algorithms and methods to estimate maximum-likelihood phylogenies: assessing the performance of PhyML 3.0. Syst Biol..

[71] Whelan S, Goldman N (2001). A general empirical model of protein evolution derived from multiple protein families using a maximum-likelihood approach. Mol Biol Evol..

[72] Letunic I, Bork P (2016). Interactive tree of life (iTOL) v3: an online tool for the display and annotation of phylogenetic and other trees. Nucleic Acids Res..

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. List of predicted Auxiliary Activity enzymes from CAZy families AA2 and AA3 encoded in the genome of Polyporus brumalis BRFM 1820. Expert annotations for AA3 sub-families, versatile peroxidases (VP), manganese peroxidases (MnP) and generic peroxidases (GP) are indicated. The Cellobiose Dehydrogenase with the modular structure AA8-AA3_1, ProtID #1364243, is not indicated.

**Table S1.** List of predicted Auxiliary Activity enzymes from CAZy families AA2 and AA3 encoded in the genome of *Polyporus brumalis* BRFM 1820. Expert annotations for AA3 sub-families, Versatile Peroxidases (VP), Manganese Peroxidases (MnP) and Generic Peroxidases (GP) are indicated. The Cellobiose Dehydrogenase with the modular structure AA8-AA3_1, ProtID #1364243, is not indicated.

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5

**Figure S1.** Distributions of the normalized log2 transformed read count of all biological replicates. **A:** Box plot showing the mean and the range of the read count of the genes. **B:** Density plot showing distributions of log2 read count of the genes. **Liq:** Liquid cultivation on malt extract for 10 days. **Day4:** Solid-state cultivation on wheat straw for 4 days after liquid cultivation on malt extract for 6 days. **Day10:** Solid-state cultivation on wheat straw for 10 days after liquid cultivation on malt extract for 6 days. **Day15:** Solid-state cultivation on wheat straw for 15 days after liquid cultivation on malt extract for 6 days.

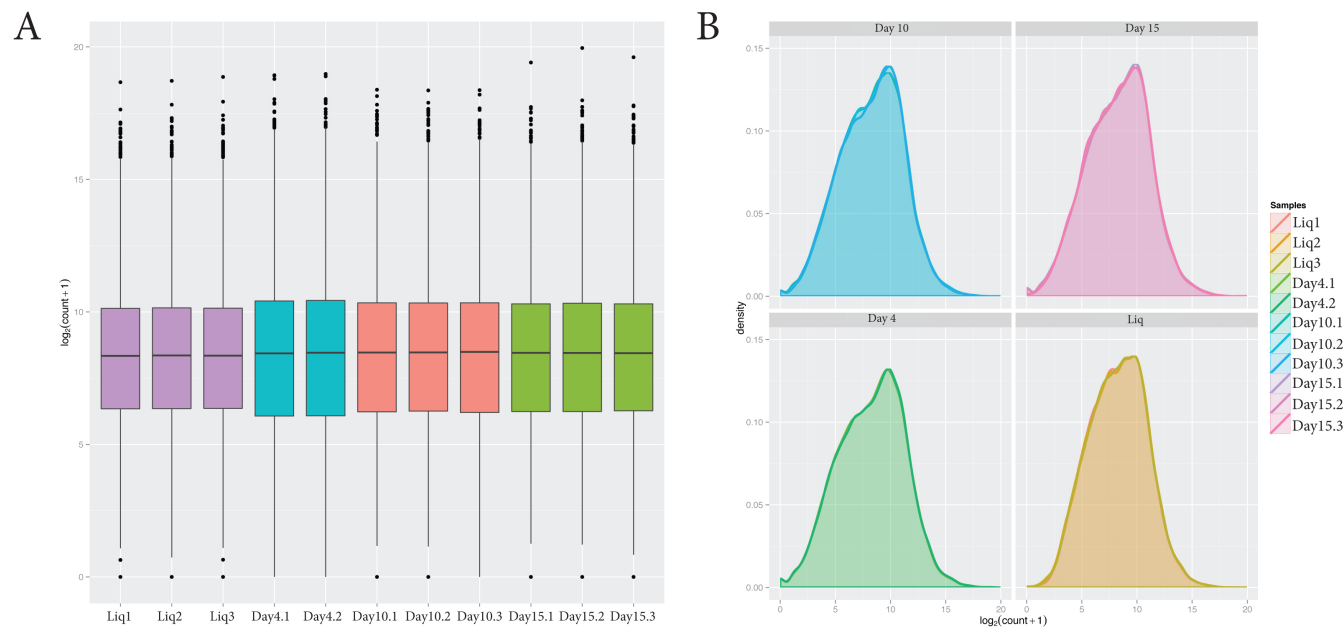

**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Distributions of the normalized log2 transformed read count of all biological replicates. Liq: Liquid cultivation on malt extract for 10 days. Day4: Solid-state cultivation on wheat straw for 4 days after liquid cultivation on malt extract for 6 days. Day10: Solid-state cultivation on wheat straw for 10 days after liquid cultivation on malt extract for 6 days. Day15: Solid-state cultivation on wheat straw for 15 days after liquid cultivation on malt extract for 6 days. A: Box plot showing the mean and the range of the read count of the genes. B: Density plot showing distributions of log2 read count of the genes.

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. The number of highly transcribed genes in the selected nodes (> mean 12 log2 normalized read count per node) in response to the solid and liquid conditions. Total: The total number of genes including the unique and shared genes. Unique: specifically highly transcribed in each condition. Shared: Highly transcribed in both conditions. Node IDs containing such genes are provided (Additional file 7: Table S4).

**Table S2.** The number of highly transcribed genes in the selected nodes (> mean 12 log2 normalized read count per node) in response to the solid and liquid conditions. **Total**: The total number of genes including the unique and shared genes. **Unique**: Specifically highly transcribed in each condition. **Shared**: Highly transcribed in both conditions. Node IDs containing such genes are provided (Table S4).

| Condition | Total | Unique | Shared |
| --- | --- | --- | --- |
| Solid | 1525 | 727 | 798 |
| Liquid | 1076 | 278 |  |

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 5 — Additional file 5: Figure S2. KOG classification of the genes differentially highly transcribed after 4-day growth in SSF on wheat straw as compared to control liquid cultures. The identified genes were clustered into nodes of co-regulated genes with mean Log2 of the normalized read counts > 12 in SSF and < 12 in control liquid cultures. The number of up-regulated genes in each KOG class is indicated for the KOG groups Cellular Processes and Signaling, Information storage and Processing and Metabolism.

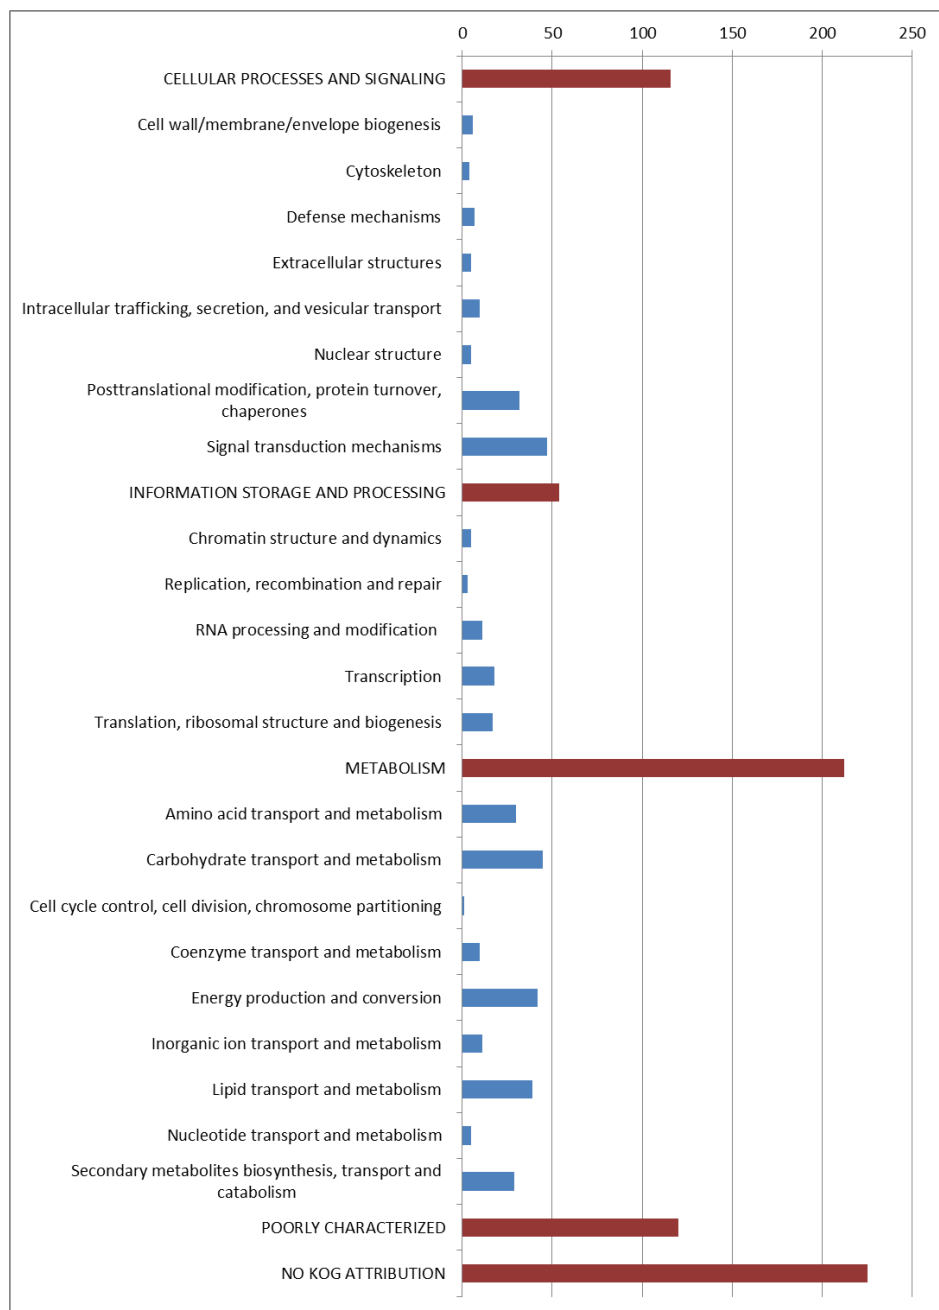

Figure S2. KOG classification of the genes differentially highly transcribed after 4-day growth in SSF on wheat straw as compared to control liquid cultures. The identified genes were clustered into nodes of co-regulated genes with mean log₂ of the normalized read counts >12 in SSF and <12 in control liquid cultures. The number of up-regulated genes in each KOG class is indicated for the KOG groups Cellular Processes and Signaling, Information storage and Processing and Metabolism.

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 6 — Additional file 6: Table S3. CAZyme coding genes present in nodes with mean log2 read counts < 12 in control liquid cultures and mean log2 read counts > 12 at Day 4 in SSF.

**Table S3.** CAZyme coding genes present in nodes with mean log2 read counts <12 in control liquid cultures and mean log2 read counts >12 at Day 4 in SSF.

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 7 — Additional file 7: Table S4. List of the core set of genes differentially highly transcribed at Day 4, 10 and 15 of SSF on wheat straw.

**Table S4.** List of the core set of genes differentially highly transcribed at Day 4, 10 and 15 of SSF on wheat straw. The genes coding for P450s, GSTs, permeases and transporters which clustered into neighboring nodes of the Tatami map are highlighted in grey boxes.

# Supplementary material for: Integrative visual omics of the white-rot fungus Polyporus brumalis exposes the biotechnological potential of its oxidative enzymes for delignifying raw plant biomass
**Source:** Biotechnol Biofuels. 2018 Jul 23;11:201. doi: 10.1186/s13068-018-1198-5
**Supplement:** Supplementary file 8 — Additional file 8: Figure S3. Phylogeny of the AA3 predicted proteins from Polyporus brumalis and biochemically characterized fungal AA3s. Sequence descriptions include accession numbers from JGI Mycocosm, NBCI or PDB. The tree was constructed with a strategy similar to Sützl et al. (Sützl et al. 2018 [22]). Sequences were aligned using M-coffee (Wallace et al. [69]) with default settings. Phylogeny was inferred using PhyML (Guindon et al. [70]) and WAG amino acid substitution model (Whelan and Goldman [71]). Branch support was calculated by 500 bootstrap repetitions. The tree was visualized in iTOL (Letunic and Bork [72]).

## Slide 1

Figure S3. Phylogeny of the AA3 predicted proteins from Polyporus brumalis and biochemically characterized fungal AA3s. Sequence descriptions include accession numbers from JGI Mycocosm, NBCI or PDB. The tree was constructed with a strategy similar to Sützl et al. (Sützl et al., Biotechnol. Biofuels, 2018). Sequences were aligned using M-coffee (Wallace et al., Nucleic Acids Res. 2006) with default settings. Phylogeny was inferred using PhyML (Guindon et al., Syst. Biol. 2010) and WAG amino acid substitution model (Whelan and Goldman, Mol. Biol. Evol. 2001). Branch support was calculated by 500 bootstrap repetitions. The tree was visualized in iTOL (Letunic and Bork, Nucleic Acids Res. 2016).

How the deposited data were processed for this re-analysis (not part of the article)

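The values analysed are counts of reads per gene as made by the authors and deposited: reads checked with FastQC, trimmed with Sickle (quality 20, length 20), mapped with TopHat2 to the genome of a monokaryotic strain derived from the dikaryotic strain that was grown, with only unique mappings kept, and counted with HTSeq. The submitters' notes name DESeq 1.5 for the normalization and the paper names DESeq2. Versions of TopHat and HTSeq and the strand and overlap modes of the counting are not given in the sources used here. The read files were not used here.

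The count table holds 18244 genes in 11 libraries: 3 of the liquid control, 2 of Day 4, 3 of Day 10 and 3 of Day 15 of solid-state fermentation. All 11 were used, and no column was left unused. Library totals run from 20368063 to 42408348, and 1910 genes have a count of 0 in every library. The paper calls the cultures biological replicates, and its text gives triplicates where Day 4 has 2 libraries here.

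Each comparison of groups was tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, 1 fit of 4 group means with 7 residual degrees of freedom, quasi-likelihood F tests, and Benjamini-Hochberg adjustment at 0.05. The comparisons are Days 4, 10 and 15 with the control, Day 10 with Day 4, and Day 15 with Days 4 and 10. Log2 fold changes come from this fit. Each standard error was derived as the absolute log2 fold change divided by the square root of its F statistic. Levels are means of log2(normalized count + 1) with DESeq2 1.42.0 size factors, ± SD over libraries. A gene was taken as highly transcribed when this mean exceeded 12. Lists were tested against the other genes with camera (limma 3.58.1, on voom values) with a preset inter-gene correlation of 0.01, and again with an estimated one. Correlations between groups are Spearman's rho across genes. The node correlations use node means and protein numbers of Dataset S2, which are the paper's, with 2000 bootstrap resamples of nodes. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

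The lists are the paper's: AA2, versatile peroxidases, short manganese peroxidases, AA3 and predicted secreted AA3 of Table S1, the 20 single-copy genes of its phylogeny, the 18 enzymes of Table 3, the CAZymes of Table S3, and the major facilitator proteins, cytochrome P450s and glutathione S-transferases of Table S4. Table S3 was also divided here into 3 groups (cellulose-active, hemicellulose and pectin, other glycoside hydrolases). These groups were made by whole CAZy family and are not the paper's. Table S3 holds 52 genes where the text gives 53, and Table S4 holds 62 genes of the core set, so camera was not run on lists from either. Beside most list counts, a count adjusted over the list alone is given. Tables 3, S3 and S4 were chosen by the study on these libraries. Lists by product name were not made, as no product names are in the tables used here.

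Genes were named by a rule written before the data were examined, although the values of Tables 3, S3 and S4 had been read by then. It takes every gene the text or Table 3 names by number, the 2 members of each list with the largest and the 2 with the smallest log2 fold change among those that passed in a comparison, and, among genes in none of the paper's tables, the 2 largest rises and the 2 largest falls with every library separated. Other genes are named only with the statement that they were chosen after their values were seen.

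The alternatives fixed beforehand were DESeq2 size factors in edgeR, the DESeq2 Wald test, no filter beyond a count above 0, a stricter filter of 50 counts, a replicate block, a fold minimum of 1 on the log2 scale, only the 2 groups compared in the fit, and each library left out in turn. For levels they were TMM or total count scaling, a pseudocount of 0.5, the log2 of the mean, thresholds of 11 and 13, an added adjusted p, and node means of a self-organizing map of 437 units trained here. For correlations and lists they were only filtered genes, only nodes with a protein, and an estimated inter-gene correlation. Added after the library totals were seen were scaling by library totals only and thinning to the smallest total.

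Replicate numbers were checked for pairing by correlating deviations from group means. Only Days 10 and 15 had values above 0.1 for all 3 pairs of the same number (0.216, 0.170 and 0.139), the rule used here. The rule was not compared with random numbering, so meeting it does not establish a pairing. Day 4, with only 2 libraries, could not meet this rule, although its pairs of the same number had 0.316 and 0.326 with Day 10 and 0.204 and 0.202 with Day 15. No source states that cultures were paired, and the fit without the block was kept as fixed beforehand. Simulated changes were recovered between Days 4 and 15 at 28.4% for 1.5-fold, 68.7% for 2-fold and 95.5% for 4-fold; of the calls, 6.57% were unchanged genes, and 5.43% between the control and Day 4. Gene order from the RefSeq annotation, matched for 18240 genes, was used only to find neighbouring genes. The mass spectrometry data, quantitative PCR and enzyme assays of the paper were not analysed here.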

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

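The tests of mixed RNA, of depth and of slower progress for the third Day 10 library, and scaling by library totals only, were chosen only after the result was seen.

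A difference between time points in the effect against the same control picked out 2 sets of genes. Every gene of both sets also passed edgeR's test between Days 4 and 15. Opposite calls against the same control nearly fix that outcome, so it is no further check. In the first, 569 genes were higher than the control at Day 4 and lower at Day 15. In the other, 694 genes were lower at Day 4 and higher at Day 15. The first ranged from 402 to 676 and the other from 539 to 834 when each library was left out in turn. A fold minimum of 1 on the log2 scale left 70 and 142, library totals only gave 401 and 804, and fits of only the 2 groups compared gave 830 and 797.

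A signal above the control level in genes outside the paper's tables picked out 1361471 and 1488932, the 2 largest rises at Day 4 with every library separated. The log2 fold change of 1361471 was 9.97 (standard error 0.26, adjusted p = 4.0e-12 from edgeR), with counts of 41 to 74 in the control and 23960 to 26553 at Day 4. That of 1488932 was 9.63 (standard error 0.37, adjusted p = 1.1e-10 from edgeR), with counts of 3 to 10 and 2791 to 2853. No product name for either is in the tables used here.

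Table 3 is limited to enzymes detected in the secretome, and the paper reports 11 secreted AA2s, the number that table holds. Among the AA2 genes of Table S1 that Table 3 does not hold, 4 were higher at Day 4 than in the control: VP 310665, VP 1110945, short MnP 1340324 and short MnP 1487289. Of these, 1340324 stayed high, with means of 16.27 at Day 4 and 15.74 at Day 15, and 1110945 and 1487289 fell to 8.83 and 8.01. VP 310665 was already at 13.97 in the control, reached 18.84 at Day 4 and was at 14.96 at Day 15.

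The third Day 10 library lies nearer to Day 4 and the control than the other Day 10 libraries. Mixed-in RNA of another library would by itself place no set of genes above every other library. In this library, 99 genes exceeded the highest of the other 10 libraries by 1.5 times, against 21 and 0 for the other Day 10 libraries. Such genes can be present beside a mixture, so this count cannot decide and mixing stays open. Depth is argued against by the total of this library, 0.994 of the mean of the other Day 10 libraries. Slower progress of the same time course stays open for the nearness to Day 4. Of 2659 genes without change from Day 4 to Day 15, 1.69% lay 2-fold off in this library, against 1.17% and 0.451% in the other Day 10 libraries. Of 3208 genes changed at least 2-fold, 7.86% did, against 2.74% and 2.56%. A place between Day 4 and Day 10 does not by itself account for the nearness to the control. There, rho of this library was 0.904 to 0.910. The other Day 10 libraries had 0.892 to 0.900 and the Day 4 libraries 0.880 to 0.890. No biological cause of a slower course was tested.

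Genes of the core set lie next to each other in 15 pairs. Random placement is argued against, since 10000 random sets had 4.24 pairs on average and at most 14 (permutation test, p = 0.0001, the smallest they can give); the random sets were not matched on level. Reads counted across the border of adjoining gene models stay open, since the median gap of the core pairs was 0.0627 of that of all neighbouring pairs, and 6 of the 15 pairs overlap. Near-identical tandem copies cannot be told apart from other causes: 0 pairs had both genes in the paper's tables with the same annotation, and the test needs the gene sequences. The only pair with both genes annotated is the transporter 334352 and VP 1412926.

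For the counts of changed genes, the splits of 6 libraries into 3 and 3 are too few to decide. Only 1 of 10 splits, the real one, gave as many genes at Day 10 (9159) and Day 15 (11099) against the control and between Days 10 and 15 (2676), and the highest other split gave 0 each time.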

How the results depend on the processing

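Scaling by library totals only and thinning to the smallest total were chosen only after the result was seen. No log2 fold change of a named gene reversed among those that passed in both the main fit and the changed one. Changes that did not pass can switch sign. With library totals only, the median of all genes for Day 15 against Day 4 moved from 0.01 to 0.13. That shift is larger than the changes of 1557562 (-0.01) and AA9 1403153 (-0.07) between these days. The balance of higher and lower calls did turn in some settings, as the counts here show. Among all genes, of 8101 called for Day 4 against the control both in the full fit and without SSF Day 4 replicate 2, 8098 had the same direction and the rest the opposite. The genes changed at all 3 days turned from more higher (2788, with 2690 lower) to more lower (1776 and 4411) with library totals only. Of the values that answer a comparison, 1246 kept their direction and side of the threshold (counts within 1.5 times), 55 moved and 3 fell short of the threshold; of the others, 3849 kept theirs, 83 moved, 12 newly passed and 28 no longer passed. Where no reason is given, the cause was not tested.

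A fold minimum of 1 on the log2 scale, which by construction removes small changes, left 2314 genes higher and 2793 lower at Day 4 than in the control, 2150 and 2147 at Day 10, 2421 and 2453 at Day 15, 1578 and 1186 for Day 10 against Day 4, 2359 and 1936 for Day 15 against Day 4 (4422 and 4520 without it), and 291 and 466 for Day 15 against Day 10. It left 7 AA3 genes lower at Day 4, 4 hemicellulose and pectin CAZymes lower at Day 15 than at Day 4, and 0 single-copy genes higher and 0 lower at Day 4. With library totals only, 2957 genes were higher at Day 4 than in the control, and 2 short MnPs and 12 single-copy genes were lower, with 4 single-copy genes higher; at Day 10 the balance turned from 4874 higher and 4802 lower to 3554 and 6418. At Day 4, 2 short MnPs were also lower with the stricter filter of 50 counts, with the replicate block and when thinned to the smallest library total, and 5 single-copy genes were lower with the stricter filter and with the replicate block.

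With the replicate block, 2073 genes were higher and 2144 lower at Day 15 than at Day 10; beyond the counts above it changed only 2 calls of named genes, both newly passed: 1412845 between Days 10 and 15 (0.34) and 1422328 at Day 4 against the control (0.76). The Day 4 libraries share replicate numbers with only 2 libraries of each other group.

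Thresholds of 11 and 13, which by construction widen and narrow the sets, gave 1135 and 374 genes highly transcribed at Day 4 and not in the control, 578 and 184 in the control and not at Day 4, 1693 and 294 in both, and 507 and 128 in the core set; with 13, 191 were high at Day 4 alone. Total count scaling gave 602 in the control and not at Day 4. The node-level rule of a self-organizing map gave a core set of 421.

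With an estimated correlation, the camera calls of VPs and of short MnPs at Day 4 against the control and of AA2 at Day 15 against Day 4 were lost, each with an adjusted p = 0.121. Also lost were AA2 at Day 15 against the control (0.121) and Day 10 against Day 4 (0.210), VPs and short MnPs at Day 10 (0.121 and 0.142) and Day 15 (0.214 each) against the control, at Day 15 against Day 4 (0.315 and 0.214) and at Day 15 against Day 10 (0.0532 and 0.156), and AA3 and predicted secreted AA3 at Day 15 against Day 10 (0.156 and 0.214). The calls kept were AA2 at Days 4 and 10 against the control and at Day 15 against Day 10. Table 3 also kept its calls at the 3 days against the control and at Day 15 against Day 10. The study chose Table 3 on these libraries, so its calls against the control are not independent evidence. Over only the genes kept by filterByExpr, rho with the control was 0.870, 0.889 and 0.876 for Days 4, 10 and 15, and Day 4 had 0.954 with Day 10 and 0.922 with Day 15. Over only nodes with a secreted protein, rho was 0.346 and 0.743 for Day 10 transcripts with the Day 4 and Day 15 secretomes, and 0.269 and 0.701 for Day 15 transcripts.

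Leave-one-out fits, in which a lone Day 4 library is assumed to vary like the other groups, gave 1154 to 1968 genes higher and 1200 to 2187 lower at Day 15 than at Day 10, 1 to 2 short MnPs and 0 to 6 single-copy genes lower at Day 4 than in the control, and a rho of 0.929 to 0.935 between Days 4 and 15. Lists by product name and camera on lists from Tables S3 and S4 were not run. The simulation, with few genes changed, found 14.9% of the 1.5-fold changes at Day 4. A gene that did not pass is thus not shown to be unchanged.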

Differences from the paper's values

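No test in this part was chosen only after the result was seen. A count is taken as differing when it or the paper's is more than 1.5 times the other.

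With the threshold of 12 applied to each gene, 148 genes were highly transcribed at Day 15 only, where the paper has about 65 in Fig. 5, read by eye. Of the alternatives set before the data were examined, only the threshold of 13 (82) came within 1.5 times of the paper's value. The others did not: a threshold of 11 (177), the node-level rule (133), TMM (144) and total count scaling (130), a pseudocount of 0.5 (148), the log2 of the mean (147) and every library left out in turn (120 to 160).

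At Day 10 only, 16 genes were highly transcribed, where the paper has about 10 in Fig. 5, read by eye. The threshold of 13 (14) and leaving out any control library (15 each) or SSF Day 4 replicate 2 (13) came within 1.5 times of the paper's value. A threshold of 11 (40), the node-level rule (0), TMM (19) and total count scaling (16), a pseudocount of 0.5 (16), the log2 of the mean (18) and leaving out any other library (17 to 25) did not.

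At Days 4 and 15 only, 20 genes were highly transcribed, where the paper has about 0 in Fig. 5, read by eye. Only the node-level rule (0) gave the paper's value. Thresholds of 11 (30) and 13 (12), TMM (25) and total count scaling (11), a pseudocount of 0.5 (20), the log2 of the mean (18) and every library left out in turn (15 to 26) did not. The paper applies its threshold to node means, and here it was applied to genes.

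The core set came to 265 genes, and the log2 of the mean normalized count gave 271, the paper's number; the node-level rule, with a map trained here, gave 421, more than 1.5 times the paper's. The paper places the genes of nodes with a mean above 12 approximately in the upper quartile; by the node-level rule, such nodes held 5.93% of genes in the control, 8.29% at Day 4, 6.39% at Day 10 and 7.11% at Day 15. The paper places all major facilitator proteins and P450s of Table S4 in the core set; by the threshold on each gene, which is not the paper's criterion on node means, 11 of 14 and 10 of 11 were in it here.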

Other observations

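Scaling by library totals only was chosen only after the result was seen.

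AA3 oxidoreductases, which produce hydrogen peroxide or pass electrons to other enzymes, moved in both directions. Of the 36 AA3 genes of Table S1, 33 were tested; 10 were higher and 11 lower at Day 4 than in the control (edgeR; 10 and 11 when adjusted over the list alone), with a median log2 fold change of 0.00 (camera, adjusted p = 0.813). AA3_3 1364967 and AA3_2 823803 had the largest rises, the latter 5.12 (standard error 0.14, adjusted p = 5.6e-12 from edgeR), and 1358588 and 1388653 the largest falls, -3.31 (standard error 0.28, adjusted p = 2.9e-07) and -2.99 (standard error 0.14, adjusted p = 5.5e-10). With library totals only, 9 were higher and 16 lower. Between Days 4 and 15, 5 rose and 15 fell (5 and 16 when adjusted over the list alone; camera, adjusted p = 0.0690). AA3 1349968 rose the most, by 2.71 (standard error 0.22, adjusted p = 4.2e-07), and 823803 had the largest fall, -2.18 (standard error 0.12, adjusted p = 1.5e-08). AA3 genes took 0.349% of all counts in the control and 0.898%, 0.875% and 0.486% at Days 4, 10 and 15.

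Among the 12 predicted secreted AA3 genes, 4 were higher and 5 lower at Day 4 than in the control (edgeR; 4 and 5 when adjusted over the list alone; camera, adjusted p = 0.945). Genes 823803 and 1399288 had the largest rises, and 1358588 and 1394538 the largest falls, the latter -2.88 (standard error 0.19, adjusted p = 2.5e-08). Between Days 4 and 15, 2 rose and 3 fell.

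Among genes in none of the paper's tables, 1559509 and 1410703 had the largest falls at Day 4. Gene 1559509 had counts of 51190 to 74223 in the control, 46 to 68 at Day 4, 29605 to 88663 at Day 10 and 130550 to 227737 at Day 15, with log2 fold changes of -9.04 (standard error 0.51, adjusted p = 5.3e-09 from edgeR) at Day 4 against the control and 11.27 (standard error 0.55, adjusted p = 4.8e-09) at Day 15 against Day 4. Gene 1410703 had a log2 fold change of -8.78 (standard error 0.54, adjusted p = 1.2e-08 from edgeR) at Day 4, with counts of 2722 to 3112 in the control and 2 to 4 at Day 4.

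The major facilitator proteins of Table S4 had 5 genes that rose and 5 that fell between Days 4 and 15 (edgeR; 5 and 5 when adjusted over the list alone). Permease 1394716 and transporter 334352 rose the most, by 3.13 and 1.93, and permease 1454421 and transporter 1422437 fell the most, with -1.68 and -1.51. Of the 4 glutathione S-transferases, 1 rose and 1 fell (1 and 1 when adjusted over the list alone); the latter, 1364150, had a log2 fold change of -0.94.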
